# Analysis by Metabolomics and Transcriptomics for the Energy Metabolism Disorder and the Aryl Hydrocarbon Receptor Activation in Male Reproduction of Mice and GC-2spd Cells Exposed to PM_2.5_

**DOI:** 10.3389/fendo.2021.807374

**Published:** 2022-01-03

**Authors:** Fuquan Shi, Zhonghao Zhang, Jiankang Wang, Yimeng Wang, Jiuyang Deng, Yingfei Zeng, Peng Zou, Xi Ling, Fei Han, Jinyi Liu, Lin Ao, Jia Cao

**Keywords:** PM_2.5_, GC-2spd, cell proliferation, aryl hydrocarbon receptor, mitochondrial dysfunction, energy metabolism, transcriptomics, metabolomics

## Abstract

Fine particulate matter (PM_2.5_)-induced male reproductive toxicity arouses global public health concerns. However, the mechanisms of toxicity remain unclear. This study aimed to further investigate toxicity pathways by exposure to PM_2.5_ *in vitro* and *in vivo* through the application of metabolomics and transcriptomics. *In vitro*, spermatocyte-derived GC-2spd cells were treated with 0, 25, 50, 100 μg/mL PM_2.5_ for 48 h. *In vivo*, the real-world exposure of PM_2.5_ for mouse was established. Forty-five male C57BL/6 mice were exposed to filtered air, unfiltered air, and concentrated ambient PM_2.5_ in Tangshan of China for 8 weeks, respectively. The results *in vitro* and *in vivo* showed that PM_2.5_ exposure inhibited GC-2spd cell proliferation and reduced sperm motility. Mitochondrial damage was observed after PM_2.5_ treatment. Increased Humanin and MOTS-c levels and decreased mitochondrial respiratory indicated that mitochondrial function was disturbed. Furthermore, nontargeted metabolomics analysis revealed that PM_2.5_ exposure could disturb the citrate cycle (TCA cycle) and reduce amino acids and nucleotide synthesis. Mechanically, the aryl hydrocarbon receptor (AhR) pathway was activated after exposure to PM_2.5_, with a significant increase in CYP1A1 expression. Further studies showed that PM_2.5_ exposure significantly increased both intracellular and mitochondrial reactive oxygen species (ROS) and activated NRF2 antioxidative pathway. With the RNA-sequencing technique, the differentially expressed genes induced by PM_2.5_ exposure were mainly enriched in the metabolism of xenobiotics by the cytochrome P450 pathway, of which *Cyp1a1* was the most significantly changed gene. Our findings demonstrated that PM_2.5_ exposure could induce spermatocyte damage and energy metabolism disorder. The activation of the aryl hydrocarbon receptor might be involved in the mechanism of male reproductive toxicity.

## Introduction

The impact of particulate matter (PM) on health has aroused widespread public concern around the world. Fine particulate matter (PM_2.5_) is still one of the most common air pollutants in the world, especially in developing countries (1). In China, the average annual PM_2.5_ concentration in 338 cities was 10 to 86 μg/m^3^ (average: 43 μg/m^3^) in 2017, which was much higher than the recommendation of the WHO air quality guidelines (10 μg/m^3^) (2). PM_2.5_ and its combined toxic components, including transition metals, polycyclic aromatic hydrocarbons (PAHs) and water-soluble ions (WSI) can penetrate into the gas exchange area of the lungs, pass through the respiratory barrier, enter the circulatory system, diffuse to the whole body (3), and ultimately damage the respiratory system, circulatory system (4), central nervous system (5) and reproductive system (6).

Numerous epidemiology studies have shown PM_2.5_ could affect male reproduction and lead to a decrease in sperm quality (7–9). Our previous study also indicated PM_10-2.5_ exposure was inversely associated with sperm concentration in a longitudinal study of 796 Chinese college students (10). Besides the epidemiological evidence, several toxicological studies in animals revealed decreased male reproductive capacity caused by PM_2.5_. After PM_2.5_ exposure *via* intratracheal instillation, injury of testicular tissue and reduced testosterone were occurred, the integrity of blood-testis barrier was destroyed, and finally sperm quality was significantly decreased (11–13). Up to now, the mechanisms of reproductive toxicity induced by PM_2.5_ mainly focused on ROS generation, DNA damage, mitochondrial dysfunction and the disturbance of hypothalamic-pituitary-gonadal (HPG) axis. However, spermatogenesis is a complex process that requires the participation of various signal pathways, and PM_2.5_, as a complex mixture, can carry various harmful substances, for instance, PAHs (14). Numerous studies have shown that PAHs exposure might induce various adverse health effects (15–17). In male reproduction, our recent study found that PM_2.5_-bound PAHs, especially HMW PAHs decreased sperm normal morphology in the Male Reproductive Health in Chongqing College Students (MARHCS) cohort study (18). Besides, PAHs are well-known activators of the aryl hydrocarbon receptor (AhR). P. Esakky and K. Moley revealed that the PAHs of cigarette smoke condensate (CSC) showed a great effect on accelerating germ cell death through activation of AhR, which was present at all stages of spermatogenesis (19). These studies provided a possible mechanism of PM_2.5_-induced spermatogenesis damage. Nonetheless, it is still unclear whether PM_2.5_ exposure will activate AhR pathway in spermatogenesis.

Epidemiological and experimental studies have shown that mitochondria might be one of the target organelles damaged by environmental pollutants, including PM_2.5_ (20, 21). Because of the lack of protective histones and DNA repair enzymes, mitochondrial DNA is particularly vulnerable to endogenous and exogenous damage factors, such as ROS or adducts (22, 23). Meanwhile, mitochondrial are involved in various important cellular functions, including oxidative phosphorylation of ATP synthesis, mitochondrial apoptosis pathway and ROS generation, etc. Therefore, mitochondrial damage will directly cause mitochondrial dysfunction and then mediate cytotoxicity. Moreover, previous studies found PM_2.5_ can induce mitochondrial damage and activate mitochondrial apoptosis pathway in male reproduction (11, 24). Two major contributions of mitochondria in spermatogenesis involve energy generation and apoptosis (25). Because the process of spermatogenesis requires a lot of energy and the elimination of damaged spermatogenic cells, and mitochondria in sperm are arranged in the periphery of the tail microtubules to serve to energy demand for motility. It can be seen that mitochondria play a crucial part in spermatogenesis and sperm motility. However, whether PM_2.5_ exposure can disturb energy metabolism through mitochondrial damage and dysfunction in spermatogenesis is still unclear.

To better understand the effects of PM_2.5_ on male reproduction, we used GC-2spd cell line and real time whole-body PM_2.5_ exposure mouse model to investigate the effects of PM_2.5_ on mouse spermatocyte *in vitro* and *in vivo*. Then, metabolomics and transcriptomics were performed to probe into the role of energy metabolism and the aryl hydrocarbon receptor under PM_2.5_ exposure.

## Materials and Methods

### Particular Matter Suspension Preparation

Concerning the integrity of the experiment and immature technique of PM_2.5_ extraction from sampling membrane, the SRM 1648a collected in an urban area in the USA was used in the study. It was purchased from the National Institute of Standards and Technology (NIST, USA), and composed mainly of inorganic substances and organic substances with polycyclic aromatic hydrocarbons (PAHs), nitro-substituted PAHs (nitro-PAHs), polychlorinated biphenyl (PCB) congeners, and chlorinated pesticides. In addition, the particular matter has good solubility and dispersion in PBS, and a previous study indicated that the size of PM in PBS solution is from 236.43 nm to 1.98 μm (26). Thus, the PM was suspended and ultra-sonicated for 2 hours in phosphate-buffered saline (PBS) to a final concentration of 10 mg/mL. All PM_2.5_ stock solutions were stored at -80°C until biological analysis and ultrasound 30 min to avoid agglomeration of the suspended PM_2.5_ prior to treatment.

### Cell Culture and Cell Proliferation Assay

The GC-2spd cell line was purchased from American type culture collection (ATCC, CRL-2196) and cultured in Dulbecco’s modified Eagle’s medium (DMEM), supplemented with 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin at 37°C, 5% CO_2_. Cells were labeled with Carboxyfluorescein diacetate, succinimidyl ester (CFDA-SE; C0051, Beyotime, Shanghai, China) and then plated onto 6-well plates at a density of 1×10^5^ cells per well. PM_2.5_ stock solution (10 mg/mL) was diluted to the final concentration of 12.5, 25, 50, 100, 200 μg/mL (0, 3.91, 7.81, 15.625, 31.25, 62.5 μg/cm^2^) with complete medium. Then, cells were treated with different concentrations of PM_2.5_ suspensions. Meanwhile, the control group was added with the normal culture medium and PBS. The final concentration of PBS was less than 1%. After 24 h or 48 h, the cells were harvested, washed with PBS, and resuspended in HBSS. The fluorescence intensity was measured by a BD Accuri™ C6 flow cytometer (BD Pharmingen, San Diego, CA, United States) at an excitation wavelength of 488 nm. The FL1 detection channel was used to perform analysis, and 10,000 events were collected for each sample.

### Viability Assay for Live Cells

The cells were seeded in 6-well plates at a density of 1×10^5^ cells per well overnight. After treatment with different doses of PM_2.5_ (0, 25, 50, 100 μg/mL) for 48 h, the medium was removed and the cells were washed with PBS three times, The cells were stained with 2 μM Calcein AM (PF00008, Proteintech) and incubated for 15 min at room temperature in the dark. Images were obtained using a fluorescence microscope (Olympus IX-71, Japan) and the intensity of green fluorescent of each group was analyzed by ImageJ software.

### Animal and Treatment Protocols

Forty-five male C57BL/6 mice (6–8-week-old) were purchased from Vital River Laboratory (Beijing Vital River Laboratory Animal Technology Co., Ltd, Beijing, China). All procedures of the study were approved by the Institution Animal Care and Use Committee (IACUC). All mice were treated humanely under good laboratory conditions, and free drinking distilled water and commercial standard pellet feed were provided. After a week of adaptation, these mice (15 per group) were randomly subjected to exposure to filtered air (FA), unfiltered air (UA) and concentrated ambient PM_2.5_ (CAP) from November 18, 2019 to January 12, 2020 for a total duration of 2 months with a 12-h light/12-h dark cycle, the temperature at 24 to 26°C, and relative humidity of 40-60%. The sample size of 15 was calculated through the power analysis using an online calculator (www.stat.ubc.ca/~rollin/stats/ssize/n2.html) according to the published effect of CAP exposure on the sperm motility (27), and the statistic power is 0.90 (28). The FA-exposed mice received ambient air filtered by a high-efficient particulate air filter which was added to remove particles in the air. The UA-exposed mice were housed in the same chambers and exposed to ambient air conveyed through the pipeline. A previous study used the same apparatus had performed size classification for the particle matter in the UA chambers, and the results showed more than 90% of particle matters were less than 2.5 μm in diameter size (27). Mice exposed to concentrated ambient PM_2.5_ were performed with a PM_2.5_ concentration enrichment system (Beijing Huironghe Technology Co., Ltd, Beijing, China) located at the North China University of Science and Technology, Tangshan, China. The exposure protocol was 6 h/d, 5 days/week (only on weekdays). The real-time concentrations of PM_2.5_ in chambers and the outdoor air were constantly measured by the aerosol monitor (TSI Instrument Co., Ltd, Minneapolis, USA). The average concentrations of PM_2.5_ in the FA, UA and CAP chambers during the 2-month period were 0.39, 59.75 and 483.61 μg/m^3^, respectively. During exposure, PM_2.5_ particles were collected on quartz filter membranes (90 mm, Whatman, UK) and the membranes were weighed before and after sampling. Subsequently, analyses for water-soluble inorganic ions, metal elements and PAHs were performed in some representative membranes. Component analysis showed that PM_2.5_ particles were mainly consisted of water-soluble inorganic ions $\left(\text{N}{\text{O}}_{3}^{-},\;\text{S}{\text{O}}_{4}^{2-},\;\text{N}{\text{H}}_{4}^{+}\;\;\text{et al}.\right)$ and major metals (S, Na, Ca, Fe, K et al.). Besides, PM_2.5_ particles also contained abundant PAHs, of which benzo(b)fluoranthene (BbF) took the largest portion of PAHs, followed by fluoranthene (FLT), benzo(a)anthracene (BaA) and pyrene (PYR) (data not shown).

### Assessment of Sperm Parameter in Epididymides

To measure sperm concentration and sperm motility, the epididymides were quickly collected and cut in 800 μL Ham’s F-12 Nutrient Mixture (Gibco, USA) after the mice were anesthetized. After incubation at 37°C for 2 min, 5 μL sperm suspension was detected using a computer-assisted sperm assay (CASA; Suiplus, Beijing, China). The experimental staff were blinded to groups assignment.

### Observation of Ultrastructure of Testis and GC-2spd

Cells and testes were collected and fixed in transmission electron microscopy (TEM) fixative (Servicebio, China) at 4°C. After washing the samples using 0.1 M PB (pH 7.4) three times, the samples were post-fixed with 1% OsO_4_ in 0.1 M PB (pH 7.4) for 2 h at room temperature, then dehydrated with different proportions of ethanol. The ultrathin sections were obtained using a UC7 ultramicrotome (Leica, Germany) after Resin embedding, and then stained with 2% uranium acetate saturated alcohol solution. Finally, the ultrastructure was observed under TEM (HITACHI, Japan).

### Measurements of Oxygen Consumption Rate (OCR)

The XFp cell mito stress test was conducted to measure mitochondrial function using the XFp 8-wells Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA, USA) according to manufacturer’s instructions. Briefly, approximately 1,200 GC-2spd cells were seeded in the special 8-wells miniplates. After exposure to PM_2.5_ for 48 h, cells were washed with XFp assay medium containing 10 mM glucose (Agilent Technologies, 103577), 2 mM L-glutamine (Agilent Technologies, 103579) and 1 mM sodium pyruvate (Agilent Technologies, 103578). OCR was analyzed by adding oligomycin, 1.5 μM; carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP), 2 μM and Rotenone, 0.5 μM to evaluate basal respiration, maximal respiration, spare capacity, proton leak and ATP production. And the OCR was normalized to the protein concentration of each sample.

### Measurements of Intracellular and Mitochondrial ROS

The intracellular and mitochondrial ROS production were detected using the oxidation-sensitive fluorescent probe CM-H2DCFDA (Invitrogen, USA) and MitoSOX Red (Invitrogen, USA), respectively. According to the manufacturer’s instructions, the GC-2spd cells were seeded in 6-wells plates at a density of 1×10^5^ cells per well. After treatment with 0, 25, 50, 100 μg/mL PM_2.5_ for 48 h, the cells were harvested and washed in PBS, followed by incubation with 10 μM CM-H2DCFDA for 30 min at 37°C and 5 μM MitoSOX Red for 10 min at 37°C, respectively. The mean fluorescence intensity was measured by a BD Accuri™ C6 flow cytometer (BD Pharmingen, San Diego, CA, United States) and analyzed using FlowJo software (Tree Star, Inc., San Carlos, CA, USA).

### Evaluations of Humanin and MOTS-c Levels

The levels of Humanin and MOTS-c in GC-2spd cells were measured using commercially available enzyme-linked immunosorbent assay (ELISA) kits (Shanghai Enzyme-linked Biotechnology Co., Ltd, Shanghai, China) according to the manufacturer’s directions. The minimum detectable doses were both typically less than 0.1 ng/mL. The intra-assay CV (%) and inter-assay CV (%) were less than 15%, respectively. The final levels of Humanin and MOTS-c were normalized to total protein.

### RNA Extraction and Quantitative Reverse‐Transcription Polymerase Chain Reaction (qRT‐PCR)

The total RNA from the cells and testes was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and converted to cDNA using RevertAid Master Mix (ThermoFisher, USA). PCR was performed on a CFX Real‐Time System (Bio‐Rad Laboratories Inc.) using GoTaq qPCR Master Mix (Promega, USA) and specific primers. The PCR amplification schedule started with 95°C for 10 min, followed by 45 cycles of 95°C for 30 s and 60°C for 30 s. The cycle threshold (Ct) values were recorded, and relative expression of the target gene was calculated through the 2^-△△Ct^ method. 

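The forward and reverse primers were matched to the transcripts of GENCODE M21 on GRCm38. The Actb gene, which encodes β-actin, lies on the minus strand of chromosome 5 from 142903115 to 142906754. Its primers enclose 245 bp, from base 963 to base 1207 of a transcript of 1920 bases. The forward primer lies in exon 5 (142904176 to 142904197) and the reverse primer in exon 6 (142903828 to 142903846). The Cyp1a1 gene lies on the plus strand of chromosome 9 from 57687928 to 57703824. The Cyp1a1 primers enclose 186 bp, from base 736 to base 921 of a transcript of 2697 bases, and both lie in exon 2 (57700646 to 57700665 and 57700812 to 57700831). Both products lie in the coding sequence, and each primer pair matched the transcripts of 1 gene.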

The primers (Sangon Biotech, Shanghai, China) were used as follows: ACTB (forward 5′‐GTGACGTTGACATCCGTAAAGA‐3′, reverse 5′‐ GCCGGACTCATCGTACTCC‐3′); *Cyp1a1* (forward 5′‐GGCCACTTTGACCCTTACAA‐3′, reverse 5′‐ CAGGTAACGGAGGACAGGAA‐3′).

### Western Blot

Cells and testicular tissues were collected and lysed with a cell lysis buffer (Beyotime, Shanghai, China). Subsequently, 40-60 μg protein was resolved by 12% SDS-PAGE and then transferred to polyvinylidene difluoride (PVDF) membranes (Merck Millipore, Burlington MA, USA) for western blot analysis. Blots were blocked with 3% bovine serum albumin (BSA) in 0.15% Tris-Buffered Saline with Tween (0.15% TBST), and then probed with primary antibodies overnight at 4°C. The primary antibodies were used as follows: AHR Polyclonal Antibody (17840-1-AP, Proteintech); CYP1A1 Polyclonal Antibody (13241-1-AP, Proteintech); NRF2 Polyclonal Antibody (16396-1-AP, Proteintech); KEAP1 Polyclonal Antibody (10503-2-AP, Proteintech); β-actin Rabbit Antibody (4970S, Cell Signaling Technology, USA); Lamin B1 Rabbit Antibody (13435S, Cell Signaling Technology, USA). PCNA mouse Antibody (sc-56, Santa Cruz Biotechnology, USA). After three washes with 0.15% TBST, blots were treated with horseradish peroxidase-conjugated secondary antibodies (ab205718 and ab205719, Abcom, USA). Finally, protein bands were visualized using the enhanced chemiluminescence system, and the signals of blots were measured with ImageJ software. β-actin and Lamin B1 were utilized as the internal control for the normalization of the expression.

### Extraction of Cytoplasmic and Nuclear Protein

To evaluate AhR and NRF2 nuclear translocation by Western blotting, cytoplasmic and nuclear proteins were separately extracted using Qproteome Nuclear Protein Kit (QIAGEN, Germany) following its instructions. In brief, after exposure to PM_2.5_ for 48 h, cells were washed twice with ice-cold PBS, harvested using cell-scraper and centrifuged to remove supernatant. The cell pellets were resuspended in lysis buffer NL (supplemented with protease inhibitor solution and 0.1 M DTT) and incubated for 15 min on ice. Then, the detergent solution NP was added, and the cell suspensions were centrifuged for 5 min at 10,000 x g after vortex. The supernatants (cytoplasmic fraction) were transferred into new microcentrifuge tubes and stored at –80°C. The remaining pellets which contain cell nuclei were resuspended in nuclear protein lysis buffer NL (supplemented with protease inhibitor solution and 0.1 M DTT). After vortex and centrifugation, the nuclear pellets were obtained and resuspended in extraction buffer NX1 (supplemented with protease inhibitor solution). Finally, after incubation for 30 min and centrifugation at 12,000 x g for 10 min, the supernatants (nuclear fraction) were transferred into new tubes and stored at –80°C until use.

### Metabolite Extraction, Dection, and Analysis

The GC-2spd cells with 80% confluency in a 10 cm dish were exposed to PM_2.5_ (0, 100 μg/mL) for 48 h, and the medium was discarded followed by washing the cells three times with ice-cold PBS. Then the cells were harvested after adding trypsin and washed three times with ice-cold PBS, frozen and thawed with liquid nitrogen for 3 times, finally sonicated for 10 min in ice-water bath. 50 μL of homogenate was used to measure protein concentration. Then 600 μL acetonitrile: methanol = 1: 1 was added to the rest part and transferred to 2mL EP tube. After 30 s vortex, the samples were incubated at -40°C for 1 h and centrifuged at 12,000 rpm for 15 min at 4°C. 660 μL supernatant was transferred to an EP tube and dried in a vacuum concentrator. Then acetonitrile: methanol: water = 2: 2: 1, with isotopically-labelled internal standard mixture was added in proportion. After 30 s vortex, the samples were sonicated for 10 min in ice-water bath, centrifuged at 12,000 rpm for 15 min at 4°C. The resulting supernatant was transferred to a fresh glass vial for analysis, and the quality control (QC) sample was prepared by mixing an equal aliquot of the supernatants from all of the samples.

LC-MS/MS analyses were conducted by using an UHPLC system (Vanquish, Thermo Fisher Scientific) with a UPLC BEH Amide column (2.1 mm × 100 mm, 1.7 μm) coupled to Q Exactive HFX mass spectrometer (Orbitrap MS, Thermo). The mobile phase consisted of 25 mmol/L ammonium acetate and 25 ammonia hydroxide in water (pH = 9.75) (A) and acetonitrile (B). The auto-sampler temperature was 4°C, and the injection volume was 3 μL. The QE HFX mass spectrometer was used for its ability to acquire MS/MS spectra on information-dependent acquisition (IDA) mode in the control of the acquisition software (Xcalibur, Thermo). In this mode, the acquisition software continuously evaluated the full scan MS spectrum. The ESI source conditions were set as follows: sheath gas flow rate as 30 Arb, Aux gas flow rate as 25 Arb, capillary temperature 350°C, full MS resolution as 60000, MS/MS resolution as 7500, collision energy as 10/30/60 in NCE mode, spray Voltage as 3.6 kV (positive) or -3.2 kV (negative), respectively. For the raw data, we converted it to the mzXML format using ProteoWizard and processed using an in-house program, which was developed by R and based on XCMS, for peak detection, extraction, alignment, and integration. Then an in-house MS2 database (BiotreeDB) was applied in metabolite annotation. The cutoff for annotation was set at 0.3.

The final dataset containing the information of peak number, sample name and normalized peak area was imported to SIMCA16.0.2 software package (Sartorius Ste dim Data Analytics AB, Umea, Sweden) for principal component analysis (PCA) and orthogonal projections to latent structures-discriminate analysis (OPLS-DA). In addition, a 7-fold cross validation was performed to estimate the robustness and predictive ability of our model after 200 times permutations. According to OPLS-DA, a loading plot was constructed to show the contribution of variables to differences between the two groups. Furthermore, the value of variable importance in the projection (VIP) of the first principal component in OPLS-DA analysis was obtained, which summarized the contribution of each variable to the model. The metabolites with VIP>1 and p<0.05 (student’s t-test) were considered as significantly changed metabolites. In addition, commercial databases including KEGG (http://www.genome.jp/kegg/) and MetaboAnalyst (http://www.metaboanalyst.ca/) were used for pathway enrichment analysis.

### Transcriptome Analysis

Transcriptome analysis was applied to investigate global RNA changes after PM_2.5_ exposure. The total RNA from the GC-2spd cells was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The RNA quantification and qualification were assessed using the NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, USA) and RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). A total amount of 1 µg RNA per sample was used for the RNA sample preparations. Sequencing libraries were structured with NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) according to the manufacturer’s recommendations. After cluster generation, the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated. To ensure the quality and reliability of data analysis, the raw data were filtered, and all the downstream analyses were based on clean data with high quality. Next, we selected Hisat2 as the mapping tool to the reference genome. FPKM was calculated based on the length of the gene *via* featureCounts v1.5.0-p3. Differential expression analysis of two groups was proceeded with the DESeq2 R package. Genes with an adjusted p-value <0.05 found by DESeq2 were considered as differentially expressed genes (DEGs). Gene Set Enrichment Analysis (GSEA; http://www.broadinstitute.org/gsea/index.jsp) was conducted based on all changed genes.

### Statistical Analyses

Quantitative data are expressed as the means ± standard deviation (SD) of three experiments unless noted otherwise. Statistical comparisons were performed by *t*-test and one-way ANOVA analysis of variance followed by the Dunnett’s multiple comparison test. All subjective analyses were performed by individuals blinded to treatment groups. Statistical analysis was conducted using SPSS (version 26.0) and GraphPad Prism (version 8.4.0; GraphPad Software). A *P*-value < 0.05 was considered significance level.

## Results

### PM_2.5_ Inhibits Cell Proliferation in GC-2spd and Reduces Sperm Motility in Testes

The effect of PM_2.5_ exposure on GC-2spd was examined firstly. As shown in **Figure 1A**, PM_2.5_ exposure can significantly affect cell proliferation in a dose and time-dependent manner. The cell proliferation was significantly reduced in the doses of 200 μg/mL (equal to 62.5 μg/cm^2^) after treatment for 24 h. When the exposure time was extended to 48 h, cell proliferation was significantly inhibited from the dose of 25 μg/mL (equal to 7.81 μg/cm^2^), and the inhibition ratio was about 20% in the dose of 100 μg/mL (equal to 31.25 μg/cm^2^). In live cell staining experiment, the percentage of viable cells was about 80% when exposed to PM_2.5_ (100 μg/mL) for 48 h (**Figures 1B, C**). Besides, the protein level of proliferating cell nuclear antigen (PCNA), a cell proliferation marker decreased markedly after PM_2.5_ treatment for 48 h (**Figure 1D**). In consideration of the numbers and structures of viable cells, the largest dose of 100 μg/mL was adopted in the subsequent experiment.

**Figure 1:**
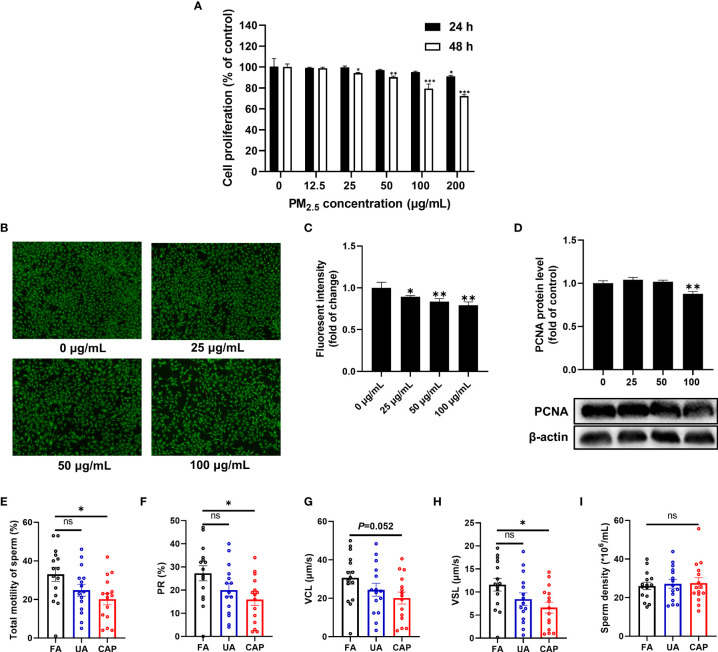
PM_2.5_ inhibits cell proliferation in GC-2spd and reduces sperm motility in testes. **(A)** Cells were treated with different concentrations of PM_2.5_ (0, 12.5, 25, 50, 100, 200 μg/mL) for 24 or 48 h. Subsequently, cell proliferation was measured using CFDA-SE Cell Proliferation Assay and Tracking Kit. **(B)** Cells were treated with PM_2.5_ (0, 25, 50, 100 μg/mL) for 48 h, and live cells were determined with Calcein AM staining followed by fluorescence microscope (100 X). **(C)** The intensity of green fluorescent was analyzed by ImageJ software. **(D)** The expression of PCNA was detected by western blot analysis, and the bar graph shows the quantification of PCNA. Values are presented as means ± SD (n=3). Sperm motility and sperm density changes of mice testes after exposure to PM_2.5_. **(E)** Total motility of sperm; **(F)** PR% (progressive motility) of sperm; **(G)** VCL (curvilinear velocity) of sperm; **(H)** VSL (straight-line velocity) of sperm; **(I)** Sperm density. Data are presented as means ± SEM (n = 15). *P < 0.05, **P < 0.01, and ***P < 0.001. ns, not significant.

In the animal study, we examined the sperm quality of mice testes using the whole-body PM_2.5_ exposure mouse model. As shown in **Figure 1E**, exposure to CAP significantly decreased the total motility of sperm compared to the FA group. Likewise, significant changes were also observed in the motility parameters like PR% (progressive (motility), *P*<0.05) and VSL (straight-line velocity, *P*<0.05) (**Figures 1F–H**). However, no obvious change in sperm density was detected between FA and PM_2.5_ groups (**Figure 1I**).

### PM_2.5_ Induces Mitochondrial Damage and Dysfunction in GC-2spd and Testes

The cellular ultrastructure was observed after PM_2.5_ treatment for 48 h by using transmission electron microscopy. In the control group (0 μg/mL), the mitochondria were abundant and showed normal shape. The structure of mitochondrial cristae was also clear and intact. While the ultrastructure of GC-2spd in 100 μg/mL PM_2.5_ group displayed mitochondria swelling, cristae disruption, and even vacuolization (**Figure 2A**). In addition, aggregated PM_2.5_ was found in the autolysosome (**Figure 2A**). Furthermore, the ultrastructure of mice testes showed that the spermatocyte displayed mitochondria swelling and cristae disruption in UA and CAP groups (**Figure 2B**).

**Figure 2:**
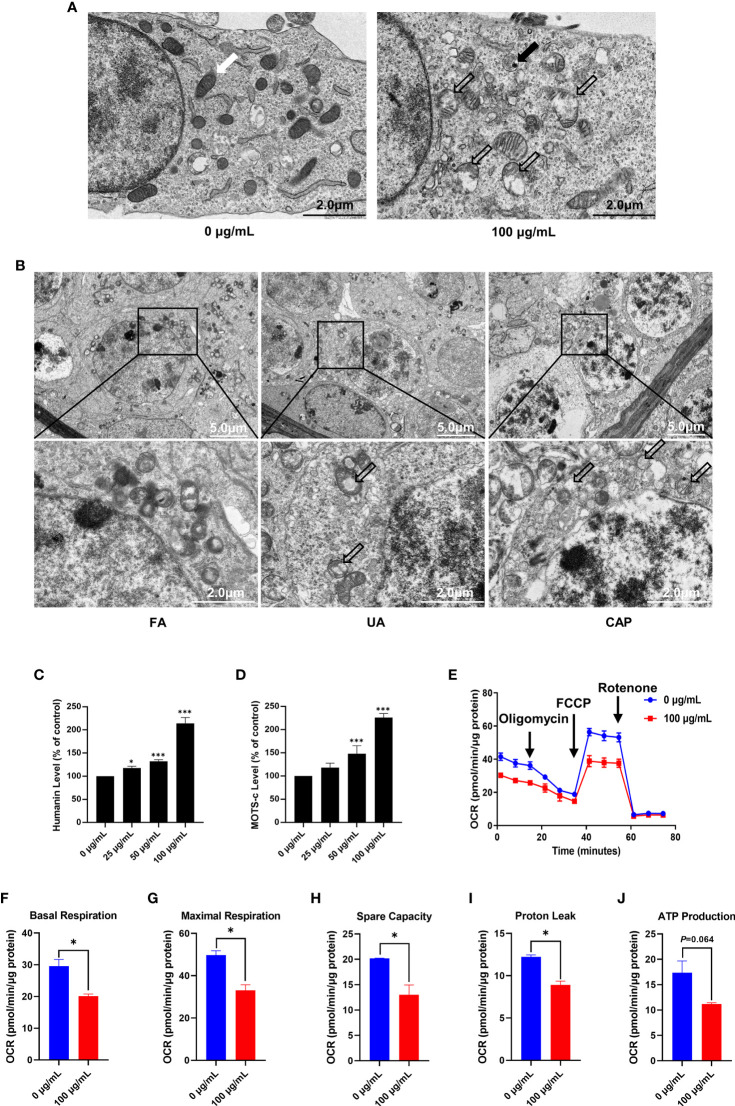
PM_2.5_ induces mitochondrial damage and dysfunction in GC-2spd and testes. **(A)** The ultrastructure of GC-2spd was observed by transmission electron microscopy after treatment with 0 or 100 μg/mL PM_2.5_. The white arrow indicates normal mitochondria; the thick black arrow represents electron-dense PM_2.5_ in the autolysosome; the hollow arrows represent swollen and cavitation of mitochondria. **(B)** The ultrastructure of spermatocyte in mice testes after exposure to PM_2.5_. The hollow arrows represent swollen and cavitation of mitochondria. The humanin **(C)** and MOTS-c **(D)** levels were measured using ELISA kit. **(E)** The oxygen consumption rate (OCR) was measured in GC-2spd using the Seahorse XFp Cell Mito Stress test after injection of the mitochondrial ETC inhibitors oligomycin (an inhibitor of complex V), FCCP (which uncouples the proton gradient), and rotenone (an inhibitor of complex I). The basal respiration **(F)**, maximal respiration **(G)**, spare capacity **(H),** proton leak **(I)** and ATP production **(J)** were evaluated. *P < 0.05 and ***P < 0.001. Values are presented as means ± SD (n = 3).

Humanin and MOTS-c belong to mitochondrial derived peptide (MDP) which is a polypeptide encoded by short open reading frames in mitochondrial DNA (29). MDP is another type of retrograde signaling molecule with biological activity in response to cellular stress, and can reflect mitochondrial function to some extent (30). The ELISA kit revealed that exposure to PM_2.5_ significantly increased humanin and MOTS-c level in a dose-dependent manner, and both humanin and MOTS-c levels were more than 2 times higher than control in the 100 μg/mL (**Figures 2C, D**). To provide a more comprehensive evaluation of mitochondrial function in GC-2spd, we examined the effects of PM_2.5_ on oxidative phosphorylation and oxygen consumption rate (OCR) of cells using the Seahorse Mito stress test (**Figure 2E**). Compared with the control group (0 μg/mL), PM_2.5_ exposure significantly decreased basal respiration, maximal respiration, spare capacity and proton leak (**Figures 2F–I**). ATP production was also reduced but no significant effect was found (**Figure 2J**).

### PM_2.5_ Activates AhR-CYP1A1 Pathway in GC-2spd and Testes

The SRM 1648a PM_2.5_ contains abundant PAHs, and PAHs are well-known activators of the aryl hydrocarbon receptor (AhR) which is a ligand-activated transcription factor. Thus, we assessed the possible implication of AhR in our study. The status of AhR nuclear translocation was firstly examined using Western blotting by separately extracting cytoplasmic and nuclear protein. As shown in **Figure 3A**, the expression of AhR protein was significantly reduced in the cytoplasmic fraction even in a low concentration of PM_2.5_, nevertheless it was obviously increased in the nuclear fraction comparing with the control group (**Figures 3B, C**). These results prompted PM_2.5_-associated PAHs could bind to and activate AhR. CYP1A1, a xenobiotic-metabolizing phase I enzyme, is the target of the AhR. In our study, the *Cyp1a1* mRNA expression was significantly increased, more than 200 times higher than that in the control group (**Figure 3D**). Similarly, CYP1A1 protein expression was remarkably improved in a dose-dependent by PM_2.5_ (about 6-fold increase in 100 μg/mL) (**Figures 3E, F**).

**Figure 3:**
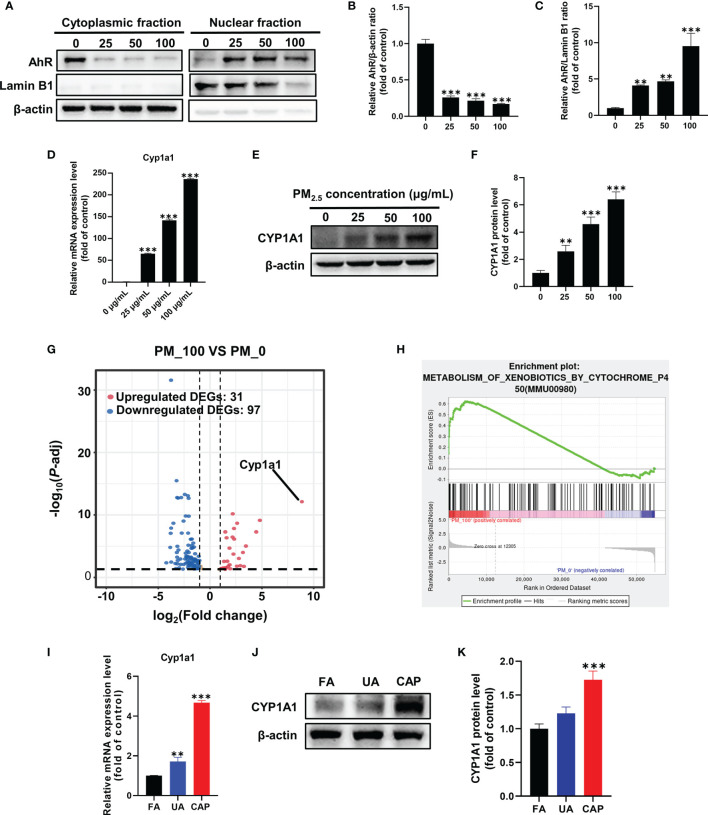
PM_2.5_ activates AhR-CYP1A1 pathway in GC-2spd and testes. GC-2spd cells were treated with PM_2.5_ (0, 25, 50, 100 μg/mL) for 48 h and the cytoplasmic and nuclear fractions were separately extracted. **(A)** The nuclear translocation of AhR was examined by western blot analysis. The bar graphs show the quantifications of the indicated proteins, of which β‐actin **(B)** and Lamin B1 **(C)** were used as internal controls of cytoplasmic or nuclear protein, respectively. The mRNA **(D)** and protein **(E)** expressions of CYP1A1 were measured in GC-2spd using qRT-PCR and western blotting, respectively. **(F)** The bar graph shows the quantification of CYP1A1 protein. The Volcano Plot **(G)** and GSEA result **(H)** were represented after transcriptome analysis. The mRNA **(I)** and protein **(J)** expressions of CYP1A1 in testes were measured using qRT-PCR and western blotting, respectively. **(K)** The bar graph shows the quantification of CYP1A1 protein. **P < 0.01 and ***P < 0.001. Values are presented as means ± SD (n = 3).

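RNA was sequenced from GC-2spd cells, a mouse spermatocyte line, after 48 h of exposure to PM2.5 at 0 or 100 μg/mL, with 3 libraries in each group. The authors mapped the reads with Hisat2, counted them on genes with featureCounts and deposited the FPKM (fragments assigned to a gene, divided by its length and by the depth of the library) of 54886 genes in each library. Of the gene identifiers, 54409 were matched to a symbol in a table of mouse gene names. Positions and lengths came from GENCODE M21, an annotation of the mouse genome build GRCm38. When each value was multiplied by the exon length of its gene, 98.1% to 98.4% of the values under 50 reads fell on a whole number of reads in each library. The reads behind each value were recovered in this way. The recovered totals were 18003200, 16209352 and 17511458 reads in control replicates 1, 2 and 3, with a median of 17511458. In PM2.5 replicates 1, 2 and 3 they were 17000293, 17114016 and 17530615 reads, with a median of 17114016. The deposited values had already been scaled between libraries, and this scaling was kept. Expression was compared on the log2(FPKM + 1) scale over the 11884 genes with a mean FPKM of at least 1. The pseudocount of 1 understates the fold change of genes with a low FPKM.

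Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.992 between control replicates 1 and 3. Control replicate 2 had an r of 0.742 and 0.745 with them. Among the PM2.5 libraries, r was 0.991 between replicates 1 and 2, 0.950 between replicates 1 and 3, and 0.958 between replicates 2 and 3. PM2.5 replicate 3 had an r of 0.972 with each of control replicates 1 and 3, which is above both of its values within its own group. Mitochondrial genes held 14.5% of the recovered reads in control replicate 2, and between 1.65% and 1.95% in the other 5 libraries. No pair of libraries had identical values, and every pair differed by more than counting noise, with a chi-square per degree of freedom of at least 3.33. All 6 libraries were kept.

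**Figure D1:**
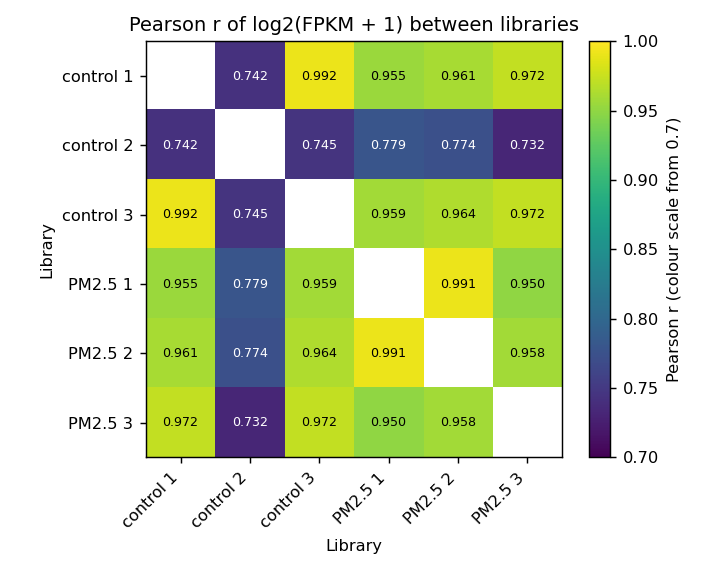
Pearson's r of log2(FPKM + 1) between each pair of libraries, with the 6 libraries on both axes and r as colour and number. Control replicate 2 has r under 0.78 with every other library, while all other pairs have r of at least 0.950.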

To explore the molecular mechanism by which PM_2.5_ exposure-induced mitochondrial damage, we conducted RNA-sequencing analysis to investigate the changed genes and pathways. A total of 128 differentially expressed genes (DEGs) (31 upregulated DEGs and 97 downregulated DEGs) were identified (fold change >1 and *P*<0.05) in contrast with the control group, and the fold change of these DEGs was visualized by Volcano plot (**Figure 3G**). It was worth noting that *Cyp1a1* was the most significantly changed gene (468-fold increase in 100 μg/mL). 

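In limma, 11 of the 11884 genes tested had a Benjamini-Hochberg adjusted p-value under 0.05 together with an absolute log2 fold change above 1. Of these 11 genes, 4 were higher and 7 were lower in PM2.5-exposed cells than in the control group. An unadjusted p-value under 0.05 was found for 451 genes. In all 11 genes the PM2.5 libraries did not overlap the control libraries, which also held for 1806 of all genes tested (15.2%, against 10% by chance). The higher genes were Cyp1a1, Prl2c2, Snord110 and Lce1g. The FPKM of Prl2c2 (chromosome 13, 12996125 to 13005383) was 1.16 ± 0.953 (SD, n = 3) in the control group and 33.4 ± 5.10 (SD, n = 3) in the PM2.5 group. Its log2 fold change was 4.09 (standard error 0.39, adjusted p = 0.0438 from limma), but 94.5% of its 31-base sequences also occur in other genes, so that its reads are uncertain. Snord110, a small nucleolar RNA gene inside Nop56 (chromosome 2, 130275506 to 130275573), had 0 reads in each control library and 5, 6 and 8 reads in PM2.5 replicates 1, 2 and 3. The log2 fold change of Lce1g (chromosome 3, 92750148 to 92752338) was 2.04 (standard error 0.18, adjusted p = 0.0426 from limma), with 38.5% of its 31-base sequences shared with other genes.

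The lower genes were Ifi44, Ifit3b, Rtp4, Iigp1, Oasl2, Usp18 and 1 gene without a name, and the log2 fold changes of the 6 genes with a name lay between -2.54 and -1.92. Ifi44 (chromosome 3, 151730922 to 151749960) had the largest decrease, with an FPKM of 8.64 ± 1.41 (SD, n = 3) in the control group and 0.641 ± 0.0138 (SD, n = 3) in the PM2.5 group. The standard error of its log2 fold change was 0.18, and its adjusted p-value from limma was 0.0347. Of the 31-base sequences of Ifit3b, 55.5% are shared with other genes. This share was 14.5% for Rtp4 and 11.7% for Iigp1, and Rtp4 and Usp18 each overlap another gene on the opposite strand.

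The replicates of both groups carry the numbers 1 to 3. With the replicate number as a block in limma, 0 genes met both thresholds and 335 genes had an unadjusted p-value under 0.05. The deviations of same-numbered libraries from their group means had a mean correlation of 0.0495 across genes, and those of differently numbered libraries -0.0524. Leaving out control replicate 2 raised the number of differentially expressed genes to 84, among them all 11 genes above. Leaving out any of the other libraries lowered it to 0. Array weights in limma, an alternative chosen after the data were seen whose estimation did not converge, gave 397 genes.

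**Figure D2:**
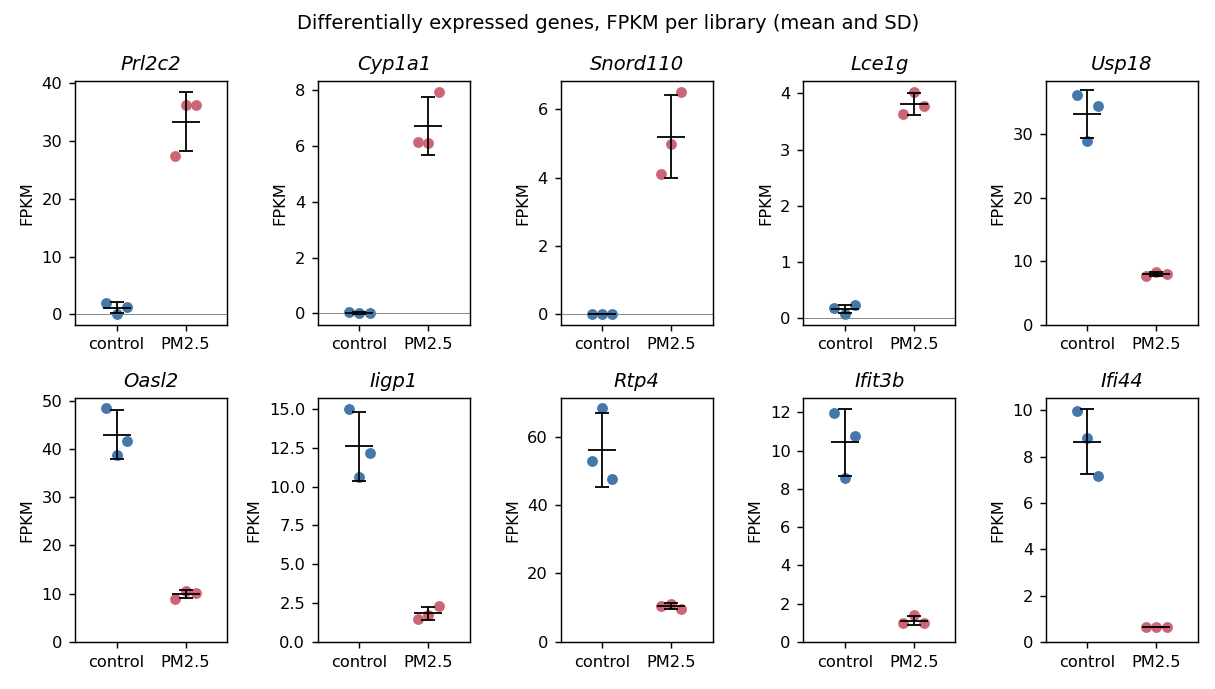
FPKM of the 10 differentially expressed genes with a name in each control and PM2.5 library, with FPKM on each vertical axis from 0 and the group on the horizontal axis. Points are the 3 libraries of a group and lines are the mean and SD, and no PM2.5 library overlaps a control library in any of these genes.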

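Cyp1a1 had 2, 0 and 0 reads in control replicates 1, 2 and 3, against 306, 302 and 400 reads in PM2.5 replicates 1, 2 and 3. Its FPKM was 0.0387, 0 and 0 in the control libraries and 6.73 ± 1.05 (SD, n = 3) in the PM2.5 group. Every control library was under the detection floor of 3 reads, so its fold change has only a lower bound. Set against 3 reads in each control library, Cyp1a1 was at least 100.6-fold higher after PM2.5 exposure. With each library left out in turn, this lower bound stayed between 91.6 and 114. Floors of this kind cover counting error only. On the log2(FPKM + 1) scale the log2 fold change was 2.92 (standard error 0.18, adjusted p = 0.0301 from limma). This was the smallest p-value of all genes tested and the fifth largest absolute log2 fold change. Among the differentially expressed genes it ranked 2 by absolute log2 fold change, and with a pseudocount of 0.1 it ranked 1 among all genes, with a log2 fold change of 5.93. With the replicate number as a block, the adjusted p-value from limma was 0.326, and Cyp1a1 again had the smallest p-value. The two-sided exact permutation test of Cyp1a1 gave p = 0.1, the smallest p-value that 3 libraries against 3 allow.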

To further investigate which signaling pathway was regulated by PM_2.5_ exposure, all changed genes were further assessed *via* gene set enrichment analysis (GSEA). 

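The gene set was a list of 121 genes of the cytochrome P450, glutathione S-transferase, UDP-glucuronosyltransferase and related families, of which 25 passed the filter on mean FPKM. All genes tested were ranked by the signal-to-noise ratio, which is the difference of the group means over the sum of the group SDs, on unlogged FPKM. The enrichment score of the set, computed with fgsea, was 0.598 (normalized enrichment score 2.03). A test with 10000 permutations of genes gave p = 0.00104. The running sum peaked at rank 946, up to which 8 of the 25 genes lay. Cyp1a1 stood at rank 1 with a signal-to-noise ratio of 4.91. Without Cyp1a1, the permutation test gave p = 0.0207. Of the alternatives, camera with the correlation between genes estimated for the set moved the p-value most, to 0.0404. The set test camera in limma gave a p-value of 0.00726, and 0.0165 with the replicate number as a block.

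Of the 25 genes, 15 were higher in the PM2.5 group, and 16 were higher after quantile normalization. An unadjusted p-value under 0.05 was found for 4 genes, all of them higher. These were Cyp1a1, Cyp1b1, Cbr3 and Gsta4. The log2 fold change was 1.34 for Cbr3 (standard error 0.43, adjusted p = 0.875 from limma) and 1.16 for Gsta4 (standard error 0.26, adjusted p = 0.538 from limma). For Gstt1, the gene with the largest decrease, it was -1.09 (standard error 0.51, adjusted p = 0.875 from limma). Over all genes tested, only Cyp1a1 among the 25 had an adjusted p-value under 0.05.

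**Figure D3:**
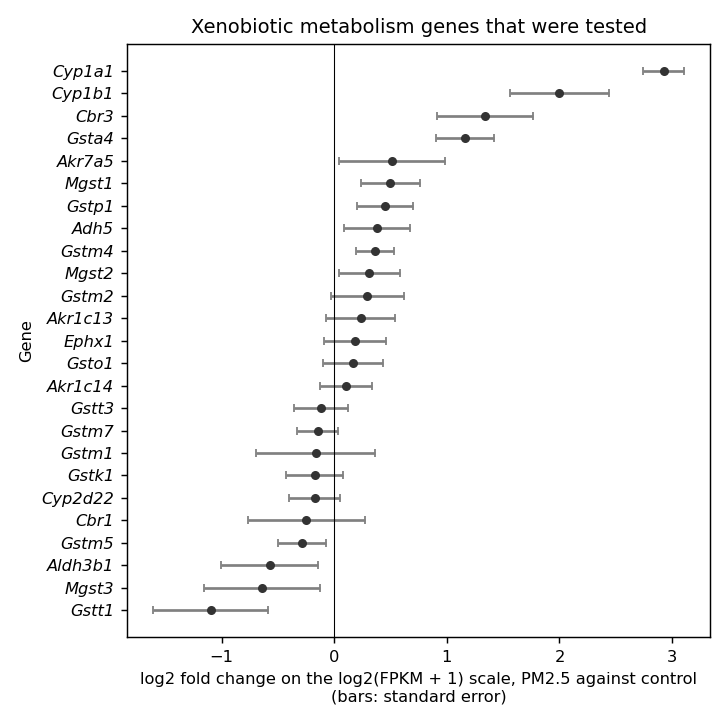
Log2 fold change (horizontal axis, log2(FPKM + 1) scale, PM2.5 group against control group) of the 25 xenobiotic metabolism genes that were tested (vertical axis). Points are log2 fold changes and bars are standard errors; 15 genes lie above 0, or 16 after quantile normalization, and Cyp1a1, Cyp1b1, Cbr3 and Gsta4 lie above 1.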

Consistently, GSEA showed that up-regulated genes were significantly enriched in the metabolism of xenobiotics by the cytochrome P450 pathway (**Figure 3H**). 

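Among the genes of mitochondrial respiration, the 13 mitochondrially encoded proteins had a median log2 fold change of -1.18, with a camera p-value of 0.000284, and 1.92e-06 with the replicate number as a block. The 75 genes of respiratory electron transport in Reactome had a median of -0.45, with a p-value of 9.04e-05, and 5.59e-06 with the block. Without control replicate 2, neither set was lower and the p-values were 0.717 and 0.0609. With the correlation between genes estimated for each set, they were 0.328 and 0.398.

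Beside Cyp1a1, 9 other genes were listed as targets of the AhR, and Cyp1b1, Tiparp and Nqo1 of these passed the filter on mean FPKM. All 4 tested targets were higher in the PM2.5 group with a p-value under 0.05 when adjusted over the list. Over all genes tested, 1 of them, Cyp1a1, had an adjusted p-value under 0.05. Cyp1b1 (chromosome 17, 79701537 to 79715061) had an FPKM of 22.0 ± 10.9 (SD, n = 3) in the control group and 82.0 ± 5.87 (SD, n = 3) in the PM2.5 group. Its log2 fold change was 2.00 (standard error 0.44), with a list-adjusted p-value of 0.00514 from limma. Tiparp (chromosome 3, 65528410 to 65555518), which overlaps another gene on the opposite strand, had a log2 fold change of 1.46 (standard error 0.35) and a list-adjusted p-value of 0.00570. For Nqo1 (chromosome 8, 107388225 to 107403206) the log2 fold change was 1.03 (standard error 0.23). Nqo1 was also listed among the targets of NRF2, so its increase cannot be put down to the AhR alone. With the block, 4 list-adjusted p-values were again under 0.05 and 0 were over all genes. Ahrr did not pass the filter, with 4, 2 and 3 reads in the control libraries and 26, 24 and 24 after PM2.5. Cyp1a2 had 0 reads in every library. The other listed targets under the filter had at most 8 reads in a library. Control against PM2.5 reads were 5, 0 and 0 against 3, 1 and 3 for Aldh3a1. They were 2, 0 and 2 against 0, 5 and 3 for Ugt1a6a. For Gsta1 they were 1, 0 and 0 against 8, 2 and 1, and for Ugt1a6b 0, 0 and 0 against 7, 2 and 5. The log2 fold change of Ahr itself was 0.21 (standard error 0.30, adjusted p = 0.876 from limma), and it was -0.11 without control replicate 2. From its RNA-seq analysis, the paper states a role of the AhR-CYP1A1 pathway in mitochondrial damage.

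**Figure D4:**
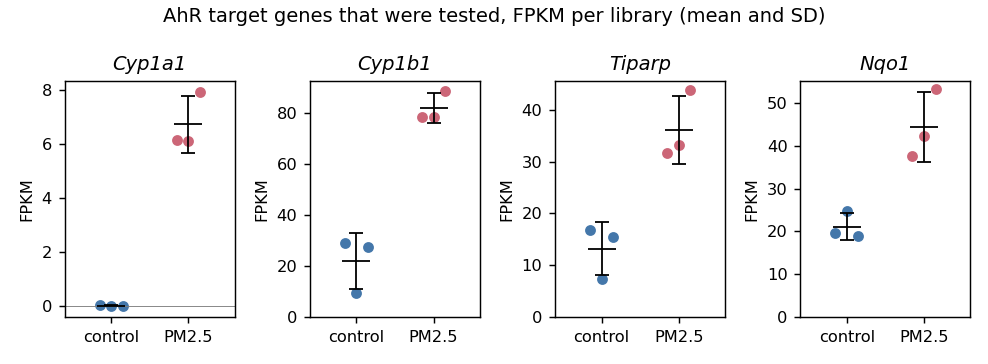
FPKM of the 4 AhR target genes that were tested, with FPKM on each vertical axis from 0 and the group on the horizontal axis. Points are the 3 libraries of a group and lines are the mean and SD, and in each gene the PM2.5 libraries lie above all control libraries.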

The RNA-Seq analysis confirmed that AhR-CYP1A1 pathway played a key role in mitochondrial damage caused by PM_2.5_ exposure. Meanwhile, we examined the expression of CYP1A1 in mice testes. The results found that PM_2.5_ exposure significantly increased the expressions of CYP1A1 in the mRNA and protein levels (**Figures 3I–K**).

### PM_2.5_ Induces ROS Production and Activates NRF2 Antioxidative Pathway in GC-2spd and Testes

Several studies indicate that PM and AhR-mediated induction of CYP1A1 lead to excessive production of ROS, which contributes to oxidative stress (16). Therefore, we examined mitochondrial ROS and intracellular ROS in GC-2spd after PM_2.5_ exposure for 48 h using flow cytometry. As shown in **Figures 4A, B**, the mitochondrial ROS was significantly increased with the increase in doses (approximately 2-fold higher in 100 μg/mL) compared to the control group. Similarly, the intracellular ROS generation was also increased in a higher concentration of PM_2.5_. NRF2, as an antioxidative transcription factor, can interact with AhR pathway. It is bound to the KEAP1 in the cytoplasm and activated by stress signals, such as ROS. After dissociation of KEAP1, NRF2 transfers to nuclear and binds to antioxidant response elements (AREs) (31). To know whether PM_2.5_ is capable of activating the NRF2 antioxidative pathway, we next assessed the protein expressions of NRF2 and KEAP1. Western blotting showed the total NRF2 protein was significantly increased accompanied by a decrease in KEAP1 protein expression in GC-2spd (**Figures 4C, D**). Moreover, comparable results were found in mice testes (**Figures 4E, F**). The activation of NRF2 involves the process of cytoplasmic-to-nuclear translocation, thus the NRF2 nuclear translocation was confirmed by separately extracting cytoplasmic and nuclear protein. As shown in **Figures 4G–I**, NRF2 protein expression in the nuclear fraction was significantly increased, while the expression in the cytoplasmic fraction was decreased compared to the control group. These results indicated that exposure to PM_2.5_ could cause ROS formation and activate NRF2 to defense oxidative stress.

**Figure 4:**
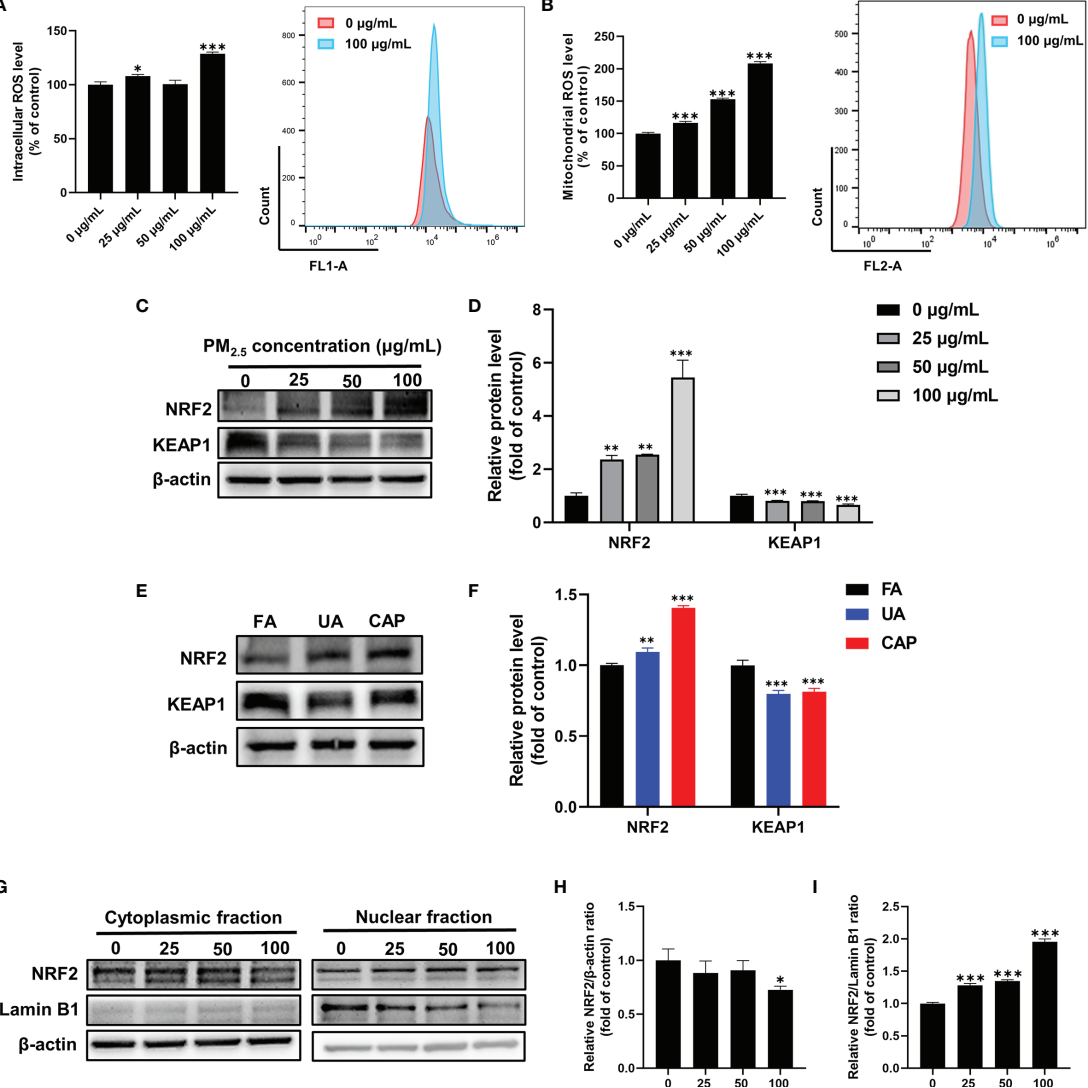
PM_2.5_ induces ROS production and activates NRF2 antioxidative pathway in GC-2spd. GC-2spd cells were treated with PM_2.5_ (0, 25, 50, 100 μg/mL) for 48 h and the intracellular **(A)** and mitochondrial **(B)** ROS were measured by flow cytometry. **(C)** The protein expressions of NRF2 and KEAP1 were measured in GC-2spd by western blot analysis. **(D)** The bar graph shows the quantifications of NRF2 and KEAP1 in GC-2spd. **(E)** The protein expressions of NRF2 and KEAP1 were measured in testes by western blot analysis in mice testes. **(F)** The bar graph shows the quantifications of NRF2 and KEAP1 in mice testes. **(G)** The cytoplasmic and nuclear fractions were separately extracted and the nuclear translocation of NRF2 was examined by western blot analysis. The bar graphs show the quantifications of the indicated proteins, of which β‐actin **(H)** and Lamin B1 **(I)** were used as internal controls of cytoplasmic or nuclear protein, respectively. *P < 0.05, **P < 0.01, and ***P < 0.001. Values are presented as means ± SD (n = 3).

### PM_2.5_ Inhibits Energy Metabolism and Thus Results in Deficiencies of Amino Acids and Nucleotides in GC-2spd

Energy metabolism is the process by which ATP is generated *via* oxidative phosphorylation in mitochondria (32). We confirmed PM_2.5_ exposure could induce mitochondrial damage and disturb mitochondrial respiration. To further investigate whether PM_2.5_ could affect energy metabolism, metabolomics analysis was conducted to estimate the metabolic variance induced by PM_2.5_ exposure. As shown in **Figures 5A, B**, in the OPLS-DA score plot, the PM_2.5_ exposure group was clearly separated from the control group in both positive and negative ionization modes. The R^2^ and Q^2^ were 0.83 and 0.89 in the positive ionization mode, and 0.86 and 0.81 in the negative ionization mode, respectively (**Figures 5C, D**). These results indicated that the OPLS-DA model had good stability and no overfitting phenomenon. Between the control and PM_2.5_ group, 317 and 128 significantly differential metabolites (SDMs) (*P*<0.05 and VIP>1, one-way ANOVA) were identified in the positive and negative ionization modes, respectively. In addition, the altered metabolites were mainly involved in purine metabolism, pantothenate and CoA biosynthesis, glycerophospholipid metabolism, ascorbate and aldarate metabolism, pyrimidine metabolism and amino acids metabolism (**Figures 5E, F**).

**Figure 5:**
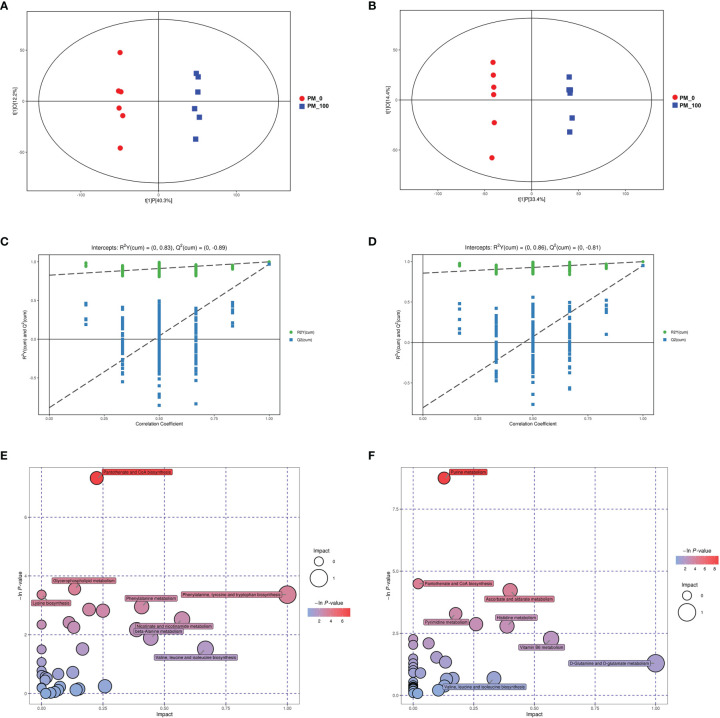
Changes in metabolic profile in GC-2spd after exposure to PM_2.5_ (0, 100 μg/mL) for 48 h. The OPLS–DA model **(A, B)** and permutation test of the OPLS–DA model **(C, D)** were derived from the LC/MS metabolomics profiles. **(E, F)** Analysis of the metabolic pathways of GC-2spd exposed to PM_2.5_ are shown. Each circle represents a metabolic pathway, and the size of the circle indicates the relative impact value. **(A, C, E)** were derived from the positive ionization mode, and **(B, D, F)** were derived from the negative ionization mode.

Results of metabolomic analyses indicated that concentrations of total amino acids (∑amino acids) in GC-2spd exposed to PM_2.5_ were significantly decreased by more than 30% and 15% in the positive and negative ionization modes, respectively (**Figure 6A**). Saccharopine was decreased by almost 70% compared to the control group. In addition, L-Histidine, S-Adenosylmethionine, L-Asparagine, L-Lysine, Citrulline, L-Methionine, L-Phenylalanine, L-Isoleucine, L-Valine were decreased by more than 30% compared to the control group. More detailed information was listed in **Supplemental Table 1**.

**Figure 6:**
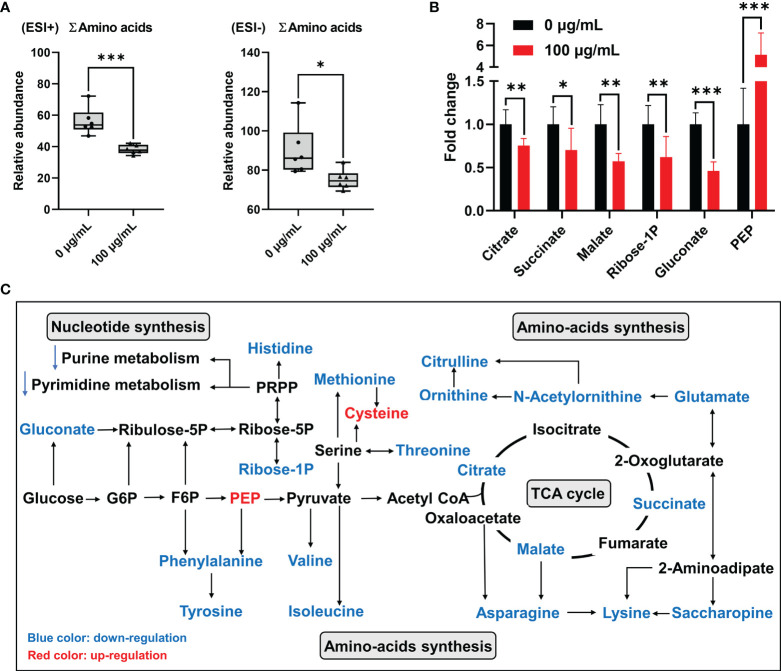
Disorder of energy metabolism and amino acids synthesis in GC-2spd after exposure to PM_2.5_ (0, 100 μg/mL) for 48 h. **(A)** Total concentrations of amino acids (∑amino acids). ESI+ indicates the positive ionization mode, and ESI- indicates the negative ionization mode. **(B)** PM_2.5_-induced changes of the metabolic biomarkers related to central carbon metabolism. **(C)** Most relevant metabolites perturbed by PM_2.5_ in central carbon metabolism and amino acids synthesis. G6P, glucose 6-phosphate; F6P, fructose 6-phosphate; PEP, phosphoenolpyruvate. *P < 0.05, **P < 0.01, and ***P < 0.001. Values are presented as means ± SD (n = 6).

Among these significantly decreased amino acids, some of them were involved in central carbon metabolism, especially the citrate cycle (TCA cycle). Furthermore, citrate, succinate and malate in the TCA cycle were significantly decreased by 25%, 30% and 43% in GC-2spd exposed to PM_2.5_, respectively (**Figures 6B, C**). These results suggested that PM_2.5_ exposure suppressed the central hub of oxidative metabolism, and then affected amino-acids synthesis. Besides, in central carbon metabolism, pyruvate was associated with valine, leucine and isoleucine biosynthesis and glycine, serine and threonine metabolism (**Figure 6C**). Pentose phosphate pathway (PPP) is a way of oxidative decomposition of glucose, which provides variety of raw materials for synthesis and metabolism, like nucleotide synthesis and histidine metabolism (**Figure 6C**). The concentration of glucose 6-phosphosphate (G6P) had no significant change, however, gluconate, which converted from glucose was involved in PPP and significantly decreased compared to the control group (**Figure 6B**).

Total concentrations of purines (∑purines) and pyrimidines (∑pyrimidines) were significantly decreased by more than 20% and 29% in GC-2spd exposed to PM_2.5_, respectively (**Figures 7A, B**), which indicated that exposure to PM_2.5_ could disrupt nucleotide synthesis. In purine metabolism, concentrations of dGTP, Guanosine, ADP, deoxyguanosine, deoxyinosine, adenosine and hypoxanthine were significantly decreased by more than 50% compared to the controls (**Supplemental Table 2**). In pyrimidine metabolism, concentrations of thymidine, thymine, deoxycytidine and dCMP were all 50% less than that in GC-2spd exposed to PM_2.5_ (**Supplemental Table 3**). In addition, except for PPP, asparagine and glutamate were involved in purine and pyrimidine metabolism and were significantly decreased by more than 40% and 10% compared to the controls, respectively (**Figure 7C** and **Supplemental Table 1**).

**Figure 7:**
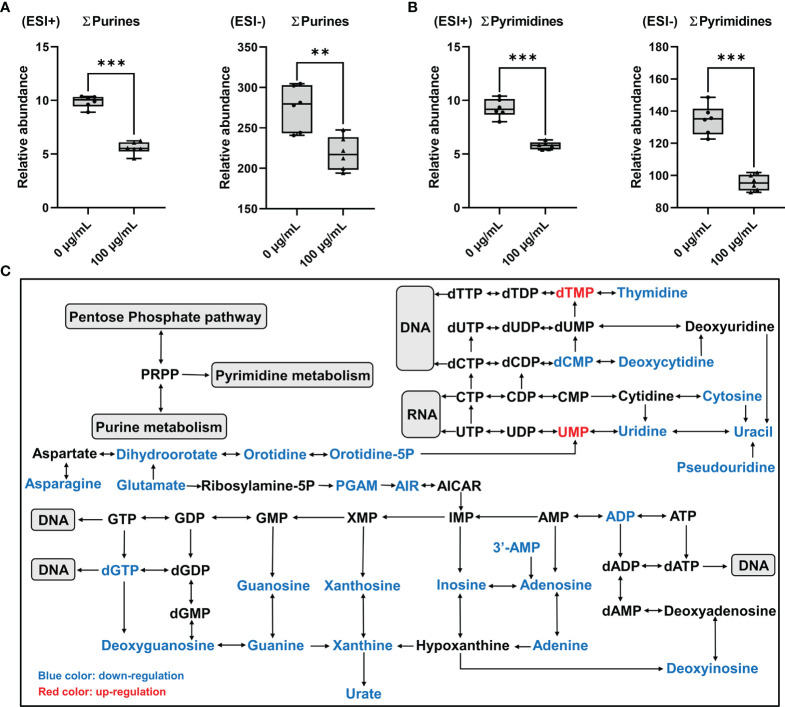
Disorder of nucleotide metabolism in GC-2spd after exposure to PM_2.5_ (0, 100 μg/mL) for 48 h. **(A)** Total concentrations of purines (∑purines). **(B)** Total concentrations of pyrimidines (∑pyrimidines). ESI+ indicates the positive ionization mode, and ESI- indicates the negative ionization mode. **(C)** Most relevant metabolites perturbed by PM_2.5_ in purine metabolism and pyrimidine metabolism. **P < 0.01 and ***P < 0.001. Values are presented as means ± SD (n = 6).

## Discussion

In the present study, we found PM_2.5_ induced the reduction of sperm motility and spermatocyte mitochondrial damage using the real time whole-body PM_2.5_ exposure mouse model. To investigate the potential mechanism of male reproductive toxicity, the spermatocyte-derived GC-2spd was treated with PM_2.5_. Our results indicated that PM_2.5_ exposure inhibited GC-2spd cell proliferation and induced mitochondrial damage. Besides, increased Humanin and MOTS-c levels and decreased mitochondrial respiratory indicated that mitochondrial function was disturbed. Nontargeted metabolomics revealed that PM_2.5_ exposure inhibited energy metabolism and thus resulted in the deficiencies of amino acids and nucleotides. On the other hand, The AhR pathway was activated and resulted in an increase in CYP1A1 expression, which was also observed in CAP-exposed mice. The transcriptomics also confirmed that *Cyp1a1* was the most significantly changed gene. Furthermore, exposure to PM_2.5_ promoted ROS generation and activated NRF2 antioxidative pathway. These findings provided new insights into understanding the mechanisms of PM_2.5_-induced male reproductive toxicity.

Sperm motility is one of the most important sperm parameters to evaluate male fertility (33). Our data demonstrated that exposure to CAP significantly reduced sperm motility, which is consistent with previous studies *via* the whole-body PM exposure model (27). Thus, the present study provided more substantial evidence for the reproductive toxicity by exposure to PM_2.5_. Whereas, no significant change in sperm concentration was found in our study. Zhou et al. (27). and Li et al. (34). obtained the same effect when exposed for 8 weeks. But when the exposure time was extended to 4 months, there was a significant reduction in sperm concentration (27, 35, 36). Up to now, few researches explored the mechanism of reproductive toxicity reduced by PM_2.5_ applying cell lines *in vitro*. Previous studies indicated that PM_2.5_ could inhibit GC-2spd cell proliferation by ROS caused-DNA damage and induce cell apoptosis by RIPK1 and mitochondrial apoptosis pathways (11, 24). Similarly, our present results demonstrated that exposure to PM_2.5_ could inhibit cell proliferation and lead to mitochondrial damage. What’s more, we investigated two possible toxicological mechanisms for the first time including 1) PM_2.5_ exposure might induce energy metabolism disorder by inhibiting mitochondrial respiratory, and thus result in the deficiencies of amino acids and nucleotides; 2) the AhR-CYP1A1 pathway was activated and might cause ROS generation after exposure to PM_2.5_.

Energy metabolism is the process of ATP generation through oxidative phosphorylation and glycolysis. In the present study, exposure to PM_2.5_ reduced the concentrations of succinate, citrate and malate, which indicated inhibition of the TCA cycle. The decreased concentration of succinate and inhibition of the TCA cycle would unavoidably reduce the efficiency of electron transfer to ubiquinone, and thus inhibit energy metabolism from oxidative phosphorylation (32). In mice testes, oxidative phosphorylation occurs in mitochondria, and PM_2.5_ restrained oxidative phosphorylation implies that the mitochondrion is an important target of PM_2.5_. In the present study, the observation of mitochondrial ultrastructure in GC-2spd and mice testes indicated that PM_2.5_ exposure-induced mitochondrial damage. Moreover, we conducted Cell Mito Stress Test, which is a standard assay for measuring mitochondrial function in cells, to evaluate the mitochondrial respiratory. The results showed that a decrease in OCR was found, which was a clear indication of mitochondrial dysfunction. In addition, the reductions of basal respiration, maximal respiration, spare capacity, proton leak and ATP production indicated exposure to PM_2.5_ could induce mitochondrial damage, reduce the capability of the cell to respond to an energetic demand and partly affect the mitochondrial ATP production. These findings supported the evidence of mitochondrial dysfunction and energy metabolism disorder induced by PM_2.5_ exposure. As a result of the inhibition of energy metabolism, the active transport of nutrients such as amino acids and nucleotides would inevitably be reduced, which might inhibit various biological reactions and ultimately affect cell growth. In our study, the concentrations of ∑amino acids, ∑pyrimidines and ∑purines were all significantly decreased in GC-2spd exposed to PM_2.5_.

PAHs are well-known agonists of the AhR, a ligand-activated transcription factor in responding to environmental stress *via* regulating the expression of a diverse range of genes, especially monooxygenases cytochrome P450 (CYP) 1A1 and CYP1A2 (16). Previous studies reported that the SRM 1648a PM_2.5_ contained abundant PAHs according to the research report from NIST (26, 37). In the present study, we confirmed that PM_2.5_ exposure could activate AhR in GC-2spd and significantly promote the expression of CYP1A1 in GC-2spd and mice testes. Moreover, the results of RNA-seq analysis provided support to that PM_2.5_-induced spermatocyte damage involved in the activation of AhR-CYP1A1 pathway. In addition, previous studies demonstrated that AhR-dependent production of CYP1A1 was a major source of ROS generation (16, 38). After binding to AhR, PAHs are oxidized by CYPs into epoxides and phenolic intermediates, which are further processed by phase II enzymes. The resulting 3,6‐quinone undergoes redox cycles with generation of ROS and leads to oxidative stress (39, 40). Consistently, our data indicated that exposure to PM_2.5_ induced ROS excessive production in GC-2spd and the NRF2 antioxidative pathway was activated in GC-2spd and mice testes. It is well-known that mitochondria are both the major site for ROS generation and the main target organelle of ROS attack. The present study showed that mitochondrial damage occurred both *in vivo* and *in vitro* study after exposure to PM_2.5_. These results prompted that the activation of AhR-CYP1A1 pathway followed by ROS excessive generation might provide an explanation of mitochondrial damage and dysfunction. Additional, previous studies revealed that PM_2.5_-induced ROS generation may induce spermatogenesis dysfunction *via* ROS-mediated MAPK signaling pathway or autophagy (41–43), which prompted that further studies should be performed to explore the potential interaction between AhR and MAPK signaling pathway, as well as autophagy in PM_2.5_-induced reproductive damage.

The present study provided compelling evidence that PM_2.5_ exposure-induced sperm motility decline and spermatocyte damage. Although we only provided preliminary data in this study, it has several advantages: We investigated the reproductive toxicity of PM_2.5_ exposure *in vivo* and *in vitro*. In animal experiment, a whole-body PM_2.5_ exposure mouse model was established to simulate exposure environment of humans in the real world. Furthermore, multiple omics techniques were applied to evaluate comprehensive biological changes in GC-2spd following exposure to PM_2.5_. The nontargeted metabolomics confirmed that PM_2.5_ exposure inhibited energy metabolism and thus resulted in the deficiencies of amino acids and nucleotides. And the results of transcriptomics raised the importance of the role of AhR-CYP1A1 pathway to PM_2.5_-induced reproductive toxicity. However, there are also some limitations in this study: To further confirm agonism of PM_2.5_ to AhR, expression or knockdown experiments should be conducted to make the conclusion more convincing. In addition, PM_2.5_ is a very complex mixture. The substances that pass through the blood-testis barrier and play a role in male reproductive toxicity are mainly metabolites of toxic components. Previous study has shown that different methods of extraction of PM_2.5_ can lead to different toxic effect (44). Thus, the method of PM_2.5_ extraction and component identification should be considered in future study.

## Conclusions

Overall, in the present study, we used GC-2spd cell line and a real time whole-body PM_2.5_ exposure mouse model to examine PM_2.5_-induced male reproductive toxicity *in vitro* and *in vivo*. Our results indicated that PM_2.5_ exposure inhibited spermatocyte cell proliferation and reduced sperm motility. The reproductive toxicity might be partly explained by energy metabolism disorder induced by mitochondrial damage and dysfunction. The mechanism of mitochondrial damage might be through the AhR-CYP1A1 pathway which resulted in ROS production.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189187.

## Ethics Statement

The animal study was reviewed and approved by Ethics Council of the Army Medical University.

## Author Contributions

FS undertook the study, collected the data, analyzed the data, and drafted the manuscript. ZZ, JW, YW, JD, and YZ helped with the undertaking of the animal study. PZ, XL, FH, and JL helped with the analysis of omics data. LA and JC revised the manuscript, were responsible for the experimental design, and supervised the study. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Key Program of the National Natural Science Foundation of China (No. 81630087), the National Natural Science Foundation of China (No. 82073590) and the National Key Research and Development Program of China (No. 2017YFC1002001).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Analysis by Metabolomics and Transcriptomics for the Energy Metabolism Disorder and the Aryl Hydrocarbon Receptor Activation in Male Reproduction of Mice and GC-2spd Cells Exposed to PM2.5
**Source:** Front Endocrinol (Lausanne). 2022 Jan 3;12:807374. doi: 10.3389/fendo.2021.807374
**Supplement:** Supplementary file 1

Supplementary Table 1 Identified metabolites involved in amino acid metabolism in GC-2spd after exposure to PM_2.5_ (0, 100 μg/mL) for 48 h.

| Ionisation mode | Metabolites | Mean_100 | Mean_0 | VIP | *P* value | Foldchange | Regulation |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ESI+ | Saccharopine | 0.0041 | 0.0128 | 1.3911 | 0.0000 | 0.32 | Down-regulation |
| ESI+ | S-Adenosylmethionine | 0.0192 | 0.0476 | 1.4445 | 0.0001 | 0.40 | Down-regulation |
| ESI+ | Citrulline | 0.3025 | 0.4700 | 1.4451 | 0.0001 | 0.64 | Down-regulation |
| ESI+ | L-Threonine | 7.2262 | 8.9384 | 1.4013 | 0.0004 | 0.81 | Down-regulation |
| ESI+ | Ornithine | 0.0230 | 0.0303 | 1.3442 | 0.0005 | 0.76 | Down-regulation |
| ESI+ | L-Isoleucine | 5.8275 | 8.7065 | 1.3876 | 0.0006 | 0.67 | Down-regulation |
| ESI+ | L-Valine | 5.5468 | 8.1498 | 1.3946 | 0.0007 | 0.68 | Down-regulation |
| ESI+ | Argininosuccinic acid | 0.0539 | 0.0305 | 1.2507 | 0.0017 | 1.77 | Up-regulation |
| ESI+ | L-Histidine | 0.4554 | 1.1443 | 1.2266 | 0.0038 | 0.40 | Down-regulation |
| ESI+ | L-Phenylalanine | 9.2022 | 13.9906 | 1.3242 | 0.0049 | 0.66 | Down-regulation |
| ESI+ | L-Lysine | 2.6648 | 4.7138 | 1.4026 | 0.0053 | 0.57 | Down-regulation |
| ESI+ | Citric acid | 0.0084 | 0.0111 | 1.1460 | 0.0079 | 0.76 | Down-regulation |
| ESI+ | L-Asparagine | 0.7118 | 1.3827 | 1.3638 | 0.0080 | 0.51 | Down-regulation |
| ESI+ | S-Adenosylhomocysteine | 0.0772 | 0.1060 | 1.0903 | 0.0102 | 0.73 | Down-regulation |
| ESI+ | L-Tyrosine | 2.0225 | 2.8249 | 1.2043 | 0.0128 | 0.72 | Down-regulation |
| ESI+ | N-Acetylornithine | 0.0455 | 0.0570 | 1.0099 | 0.0186 | 0.80 | Down-regulation |
| ESI+ | L-Methionine | 3.2052 | 4.8814 | 1.0985 | 0.0252 | 0.66 | Down-regulation |
| ESI+ | L-Glutamic acid | 0.3053 | 0.2127 | 0.5117 | 0.1069 | 1.44 | Up-regulation |
| ESI+ | L-Tryptophan | 0.0040 | 0.0032 | 0.3806 | 0.1650 | 1.28 | Up-regulation |
| ESI+ | L-Glutamine | 0.4582 | 0.4881 | 0.4861 | 0.1768 | 0.94 | Down-regulation |
| ESI- | L-Threonine | 13.2610 | 16.1757 | 1.3910 | 0.0048 | 0.82 | Down-regulation |
| ESI- | Phosphoenolpyruvic acid | 0.5602 | 0.1089 | 1.5690 | 0.0065 | 5.15 | Up-regulation |
| ESI- | N-Acetylornithine | 0.0378 | 0.0535 | 1.2995 | 0.0075 | 0.71 | Down-regulation |
| ESI- | L-Cysteine | 0.4486 | 0.0194 | 1.6332 | 0.0135 | 23.11 | Up-regulation |
| ESI- | L-Histidine | 0.8880 | 1.7023 | 1.4850 | 0.0190 | 0.52 | Down-regulation |
| ESI- | L-Valine | 5.5264 | 7.9740 | 1.3608 | 0.0212 | 0.69 | Down-regulation |
| ESI- | L-Glutamic acid | 32.5151 | 37.3474 | 1.1858 | 0.0216 | 0.87 | Down-regulation |
| ESI- | L-Lysine | 0.6816 | 1.1251 | 1.3988 | 0.0262 | 0.61 | Down-regulation |
| ESI- | L-Asparagine | 1.4098 | 2.4074 | 1.3289 | 0.0274 | 0.59 | Down-regulation |
| ESI- | L-Arginine | 0.7395 | 1.0741 | 1.2073 | 0.0568 | 0.69 | Down-regulation |
| ESI- | L-Phenylalanine | 5.9339 | 8.1924 | 1.0509 | 0.0648 | 0.72 | Down-regulation |
| ESI- | S-Adenosylhomocysteine | 0.0321 | 0.0391 | 0.9055 | 0.0828 | 0.82 | Down-regulation |
| ESI- | 2-Phospho-D-glyceric acid | 0.5602 | 0.3332 | 0.8315 | 0.1020 | 1.68 | Up-regulation |
| ESI- | L-Tyrosine | 2.2237 | 2.7660 | 0.8971 | 0.1061 | 0.80 | Down-regulation |
| ESI- | L-Serine | 5.0961 | 5.7066 | 0.7075 | 0.1616 | 0.89 | Down-regulation |
| ESI- | L-Isoleucine | 0.1519 | 0.1906 | 0.5657 | 0.1758 | 0.80 | Down-regulation |
| ESI- | Citrulline | 0.0053 | 0.0181 | 0.8867 | 0.1805 | 0.29 | Down-regulation |
| ESI- | Citric acid | 0.2447 | 0.3834 | 0.5084 | 0.1823 | 0.64 | Down-regulation |
| ESI- | L-Proline | 0.0887 | 0.1195 | 0.3368 | 0.2704 | 0.74 | Down-regulation |
| ESI- | Pyruvic acid | 4.6691 | 4.2316 | 0.1269 | 0.3408 | 1.10 | Up-regulation |
| ESI- | D-Erythrose 4-phosphate | 0.1279 | 0.1353 | 0.2397 | 0.3465 | 0.95 | Down-regulation |

Supplementary Table 2 Identified metabolites involved in purine metabolism in GC-2spd after exposure to PM_2.5_ (0, 100 μg/mL) for 48 h.

| Ionisation mode | Metabolites | Mean_100 | Mean_0 | VIP | *P* value | Foldchange | Regulation |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ESI+ | Guanosine | 0.7281 | 1.8585 | 1.5643 | 0.0000 | 0.39 | Down-regulation |
| ESI+ | Inosine | 1.1914 | 2.2327 | 1.4702 | 0.0000 | 0.53 | Down-regulation |
| ESI+ | Deoxyinosine | 0.4017 | 0.9624 | 1.4610 | 0.0000 | 0.42 | Down-regulation |
| ESI+ | Deoxyguanosine | 0.3595 | 0.7892 | 1.4321 | 0.0001 | 0.46 | Down-regulation |
| ESI+ | 5-Aminoimidazole ribonucleotide | 0.5026 | 0.8085 | 1.4182 | 0.0002 | 0.62 | Down-regulation |
| ESI+ | Cyclic AMP | 0.0023 | 0.0045 | 1.4357 | 0.0016 | 0.51 | Down-regulation |
| ESI+ | Hypoxanthine | 0.3143 | 1.0032 | 1.2393 | 0.0022 | 0.31 | Down-regulation |
| ESI+ | Adenosine 3',5'-diphosphate | 0.0397 | 0.1093 | 1.2384 | 0.0030 | 0.36 | Down-regulation |
| ESI+ | Xanthosine | 0.0046 | 0.0071 | 1.0466 | 0.0158 | 0.65 | Down-regulation |
| ESI+ | Xanthine | 0.0203 | 0.0310 | 1.0555 | 0.0205 | 0.65 | Down-regulation |
| ESI+ | Inosinic acid | 0.1079 | 0.0497 | 0.7842 | 0.0715 | 2.17 | Up-regulation |
| ESI+ | Deoxyadenosine | 0.1331 | 0.2006 | 0.7430 | 0.0715 | 0.66 | Down-regulation |
| ESI+ | Adenine | 0.8395 | 0.8998 | 0.7589 | 0.0724 | 0.93 | Down-regulation |
| ESI+ | Allantoic acid | 0.0108 | 0.0148 | 0.5143 | 0.1244 | 0.73 | Down-regulation |
| ESI+ | L-Glutamine | 0.4582 | 0.4881 | 0.4861 | 0.1768 | 0.94 | Down-regulation |
| ESI+ | Adenosine monophosphate | 0.0196 | 0.0169 | 0.1420 | 0.2452 | 1.16 | Up-regulation |
| ESI+ | Guanosine diphosphate | 0.0024 | 0.0025 | 0.0666 | 0.2518 | 0.95 | Down-regulation |
| ESI+ | Guanine | 0.0815 | 0.0777 | 0.3096 | 0.2598 | 1.05 | Up-regulation |
| ESI+ | Adenosine | 0.2928 | 0.2781 | 0.0605 | 0.2756 | 1.05 | Up-regulation |
| ESI+ | Guanosine monophosphate | 0.0513 | 0.0520 | 0.1829 | 0.2970 | 0.99 | Down-regulation |
| ESI- | Guanosine | 1.2571 | 3.1835 | 1.7004 | 0.0000 | 0.39 | Down-regulation |
| ESI- | Adenosine | 0.0163 | 0.0334 | 1.5745 | 0.0000 | 0.49 | Down-regulation |
| ESI- | Deoxyinosine | 26.1397 | 55.6834 | 1.6044 | 0.0001 | 0.47 | Down-regulation |
| ESI- | Inosine | 7.3282 | 12.9549 | 1.5576 | 0.0002 | 0.57 | Down-regulation |
| ESI- | Adenine | 0.6368 | 0.9719 | 1.5431 | 0.0003 | 0.66 | Down-regulation |
| ESI- | Deoxyguanosine | 1.1599 | 2.6117 | 1.5277 | 0.0006 | 0.44 | Down-regulation |
| ESI- | Xanthine | 10.7729 | 15.9184 | 1.5544 | 0.0052 | 0.68 | Down-regulation |
| ESI- | dGTP | 0.0047 | 0.0131 | 1.4618 | 0.0070 | 0.36 | Down-regulation |
| ESI- | Uric acid | 0.0762 | 0.1175 | 1.2530 | 0.0078 | 0.65 | Down-regulation |
| ESI- | Cyclic AMP | 0.0018 | 0.0034 | 1.3617 | 0.0094 | 0.55 | Down-regulation |
| ESI- | ADP | 0.0558 | 0.1263 | 1.2369 | 0.0162 | 0.44 | Down-regulation |
| ESI- | Guanine | 3.4118 | 4.7498 | 1.1998 | 0.0260 | 0.72 | Down-regulation |
| ESI- | Xanthosine | 0.0429 | 0.0620 | 1.1502 | 0.0394 | 0.69 | Down-regulation |
| ESI- | Inosinic acid | 0.2964 | 0.1238 | 1.0070 | 0.0868 | 2.39 | Up-regulation |
| ESI- | Deoxyadenosine monophosphate | 0.4042 | 0.3818 | 0.6794 | 0.1561 | 1.06 | Up-regulation |
| ESI- | Hypoxanthine | 165.7601 | 177.3247 | 0.5998 | 0.1777 | 0.93 | Down-regulation |
| ESI- | Guanosine monophosphate | 0.0769 | 0.0653 | 0.2839 | 0.2253 | 1.18 | Up-regulation |
| ESI- | Adenosine monophosphate | 0.7955 | 0.6524 | 0.1437 | 0.3208 | 1.22 | Up-regulation |
| ESI- | Deoxyadenosine | 0.1311 | 0.1552 | 0.3367 | 0.3466 | 0.84 | Down-regulation |
| ESI- | dIMP | 0.0128 | 0.0127 | 0.0548 | 0.4052 | 1.01 | Up-regulation |
| ESI- | Adenylsuccinic acid | 0.0059 | 0.0057 | 0.1796 | 0.4083 | 1.04 | Up-regulation |

Supplementary Table 3 Identified metabolites involved in pyrimidine metabolism in GC-2spd after exposure to PM_2.5_ (0, 100 μg/mL) for 48 h.

| Ionisation mode | Metabolites | Mean_100 | Mean_0 | VIP | *P* value | Foldchange | Regulation |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ESI+ | Deoxycytidine | 0.1748 | 0.3815 | 1.5455 | 0.0000 | 0.46 | Down-regulation |
| ESI+ | dCMP | 0.2453 | 0.5345 | 1.5374 | 0.0000 | 0.46 | Down-regulation |
| ESI+ | Thymidine | 0.0441 | 0.1186 | 1.4649 | 0.0000 | 0.37 | Down-regulation |
| ESI+ | Thymine | 1.0016 | 2.6010 | 1.4592 | 0.0001 | 0.39 | Down-regulation |
| ESI+ | Uridine | 0.4428 | 0.6130 | 1.3982 | 0.0004 | 0.72 | Down-regulation |
| ESI+ | Uracil | 2.9293 | 4.0832 | 1.3957 | 0.0004 | 0.72 | Down-regulation |
| ESI+ | Uridine 5'-monophosphate | 0.1513 | 0.0925 | 0.9054 | 0.0347 | 1.64 | Up-regulation |
| ESI+ | Cytidine monophosphate | 0.0738 | 0.0426 | 0.7117 | 0.0636 | 1.73 | Up-regulation |
| ESI+ | Dihydrothymine | 0.2452 | 0.2928 | 0.7071 | 0.0866 | 0.84 | Down-regulation |
| ESI+ | Dihydrouracil | 0.0268 | 0.0294 | 0.4375 | 0.1397 | 0.91 | Down-regulation |
| ESI+ | L-Glutamine | 0.4582 | 0.4881 | 0.4861 | 0.1768 | 0.94 | Down-regulation |
| ESI- | dCMP | 0.6751 | 1.2723 | 1.6767 | 0.0000 | 0.53 | Down-regulation |
| ESI- | Thymine | 1.5823 | 2.4591 | 1.6576 | 0.0000 | 0.64 | Down-regulation |
| ESI- | Thymidine | 35.5462 | 60.8639 | 1.6589 | 0.0000 | 0.58 | Down-regulation |
| ESI- | Deoxycytidine | 0.1489 | 0.4938 | 1.6803 | 0.0001 | 0.30 | Down-regulation |
| ESI- | 4,5-Dihydroorotic acid | 0.0513 | 0.0652 | 1.4788 | 0.0014 | 0.79 | Down-regulation |
| ESI- | Orotic acid | 0.0915 | 0.1844 | 1.4893 | 0.0015 | 0.50 | Down-regulation |
| ESI- | Uridine | 29.9084 | 36.8991 | 1.4631 | 0.0015 | 0.81 | Down-regulation |
| ESI- | Uridine 5'-monophosphate | 0.1683 | 0.1304 | 1.3846 | 0.0037 | 1.29 | Up-regulation |
| ESI- | Uracil | 26.6834 | 31.6671 | 1.2959 | 0.0223 | 0.84 | Down-regulation |
| ESI- | 5-Thymidylic acid | 0.2505 | 0.2057 | 1.0362 | 0.0414 | 1.22 | Up-regulation |
| ESI- | Cytidine monophosphate | 0.1172 | 0.0572 | 1.0546 | 0.0671 | 2.05 | Up-regulation |
| ESI- | Cytidine | 0.1561 | 0.1303 | 0.3699 | 0.2481 | 1.20 | Up-regulation |
| ESI- | Deoxyuridine | 0.0555 | 0.0595 | 0.3063 | 0.2728 | 0.93 | Down-regulation |
| ESI- | 3-Aminoisobutanoic acid | 0.0714 | 0.0730 | 0.2664 | 0.3204 | 0.98 | Down-regulation |

How the deposited data were processed for this re-analysis (not part of the article)

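RNA sequencing of GC-2spd cells was analysed in 6 libraries, 3 of the control group and 3 exposed to PM2.5 at 100 μg/mL for 48 h. The conditions, the exposure time and the replicate numbers were taken from the sample labels. For the control group the labels name normal medium, while the paper's methods also name PBS. The authors prepared the libraries with the NEBNext Ultra kit, sequenced them on an Illumina Novaseq, mapped the reads with Hisat2 and counted them with featureCounts. The authors deposited the result as FPKM, and they called differential expression with DESeq2. The paper's text does not name the genome build. The genes' lengths and positions were taken from GENCODE M21 on GRCm38, which gave a length for 54495 of the 54886 genes listed.

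Each FPKM was multiplied by the exon length of its gene, and the step between low values gave the worth of 1 read in each library. Of the 25249 expressed genes with a length, 24441 (96.8%) came out as whole reads in all 6 libraries. These reads gave the depth, between 16209352 and 18003200 reads per library, and the detection floor of 3 reads. The denominators implied by the steps followed median-of-ratios size factors (0.769 in control replicate 2, 1.06 to 1.11 in the other libraries) and not the library totals, with a ratio between 0.973 and 0.980. The deposited FPKM were therefore taken to be scaled between libraries already.

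The tests were chosen for read counts, with the test for FPKM named beside them. As the files hold FPKM, that second test was used. It was limma 3.58.1 (trend and robust options, R 4.3.3, with statmod 1.5.0) on log2(FPKM + 1) over the 11884 genes with a mean FPKM of at least 1 across all 6 libraries. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. Alternatives written for counts were run in limma where they have a counterpart. Gene set enrichment was computed with fgsea 1.28.0, with 10000 gene permutations, random seed 1, and each group's SD set to at least 0.2 of its mean. Other gene sets were tested with camera in limma, with a correlation between genes of 0.01. The list of xenobiotic metabolism genes was written from gene families, as the pathway's own gene list was not used here. The Reactome sets are those that come with fgsea. Cyp1a1 was also tested with an exact permutation test on its log2(FPKM + 1). Counts of genes in a fixed list were adjusted over the list and over all genes tested.

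Genes named in the text are those the paper names, those of the AhR and NRF2 target lists, and, among called genes whose groups do not overlap, the 5 with the smallest adjusted p-value and the 5 with the largest log2 fold change in each direction. Any other gene was named after its values were seen, which holds for Cbr3, Gsta4, Gstt1 and Nop56. The pairing comes from the replicate numbers in the sample labels, and the paper's text names no pairing. The main fit, the fit corrected for GC content and gene length, and the camera tests of the gene sets were therefore also made with the replicate number as a block. The other alternatives were not. Alternatives tried were other filters, pseudocounts, thresholds and scalings, quantile normalization, array weights, voom on the recovered reads, a correction for GC content and gene length with a spline of 5 degrees of freedom, leaving out each library in turn, and leaving out control replicate 2 together with the fold change threshold. Sequence shared between genes was measured as the percentage of a gene's 31-base sequences found in other genes.

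The computations were tested on simulated data in which 200 genes were changed by a log2 fold change of 2. With 6 like libraries, 92% of the changed genes were called and 0 of 11535 unchanged genes. When the difference of control replicate 2 was included, 33.5% of the changed genes were called, and again 0 unchanged genes. The spread of the simulated libraries came from control replicates 1 and 3, whose chi-square per degree of freedom was 3.33. PM2.5 replicate 3 differed from PM2.5 replicates 1 and 2 with 65.2 and 54.6. The simulation leaves this out, so its shares do not carry over to the real libraries. An added GC bias had a rho of 0.937 with GC content before the correction and 0.0663 after it. The limit for this last value was loosened after a first, stricter one was missed. Figures were drawn with matplotlib 3.10.9 from tables handled with numpy 2.4.6 and pandas 2.3.3.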

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

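Leaving out each library in turn was set beforehand, but control replicate 2 as an explanation, the tests on the reads of Snord110, and the value of Nop56 without control replicate 2, were chosen only after the result was seen. Each of the 3 genes stands out because it rose after PM2.5 exposure and the paper's text does not discuss it.

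Prl2c2 had a log2 fold change of 4.09, and all PM2.5 libraries were above all control libraries. Of its 31-base sequences, 94.5% occur in other genes, so its reads may belong to related genes, and this explanation remains. A correction for GC content and gene length left a log2 fold change of 4.24, leaving out control replicate 2 left 3.68, and scaling to the recovered total reads left 4.14. These 3 explanations do not account for the size of the increase. After the correction and with the scaling, however, Prl2c2 no longer met both thresholds for differential expression. An effect of PM2.5 on this gene cannot be told apart from one on its relatives.

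Lce1g had a log2 fold change of 2.04, from 3, 1 and 4 reads in the control libraries and 60, 66 and 63 in the PM2.5 libraries. Shared sequence remains as a candidate explanation, since 38.5% of its 31-base sequences occur in other genes. The log2 fold change was 2.12 after the correction for GC content and gene length and 1.99 without control replicate 2. It was 2.09 after scaling to the recovered total reads. These do not account for the size of the increase. After the correction, however, Lce1g no longer met both thresholds for differential expression.

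Snord110 had a log2 fold change of 2.61. The highest number of reads in a library was 8, but all 19 of its reads lay in the PM2.5 libraries, which hold 49.96% of all reads. A two-sided exact binomial test gave p = 3.76e-06, or 0.0447 when multiplied by the 11884 genes tested, so that counting error alone does not account for the difference. Reads from Nop56, the gene in which Snord110 lies, remain as an explanation. Nop56 had a log2 fold change of -0.62 (standard error 0.90, unadjusted p-value 0.516 from limma), but it was 0.46 (standard error 0.11, unadjusted p-value 0.00854) without control replicate 2, and reads from the introns of Nop56 were not measured. After scaling to the recovered total reads the log2 fold change of Snord110 was 2.66. Control libraries with 0 reads stay at 0 under any scaling, so this test could hardly have come out otherwise. None of the increases in these 3 genes is put down to biology here.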

How the results depend on the processing

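Quantile normalization, array weights, voom on the recovered reads, the correction for GC content and gene length, the set tests with scaled values, and leaving out control replicate 2 together with the fold change threshold were chosen only after the results were seen, while all other alternatives were set before the data were examined. Those written for counts were run in limma. Not run were the DESeq2 test, its size factors in a count model and a prior count of 2.

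The number of differentially expressed genes (11, with 4 higher and 7 lower) depended most on the processing. It was 6 (3 higher, 3 lower) with scaling to the recovered total reads, which moves the median of all genes by 0.108 on the log2 scale. Of the differentially expressed genes, 50% were then higher, against 36.4% with the deposited scaling. With at least 10 reads in every library it was 1 (0 higher, 1 lower; 527 genes at an unadjusted p-value under 0.05). It was 0 without a filter (875 at an unadjusted p-value under 0.05), with the replicate block (335), with a test against a log2 fold change of 1 (43) and at an adjusted p-value under 0.01 (451). The pseudocount of 0.1 gave 9 (2 higher, 7 lower), and no fold change threshold 11. Quantile normalization gave 10 (4 higher, 6 lower). The correction for GC content and gene length gave 11 (5 higher, 6 lower; 7 shared with the 11), and with the replicate block 0 (425 at an unadjusted p-value under 0.05). Voom gave 0 (421), and array weights, whose estimation did not converge (weights from 0.0182 to 30.3), gave 397 (231 higher, 166 lower). Across the 6 fits that each left out one library, it ranged from 0 to 84, with 0 to 19 higher and 0 to 65 lower. The 84 came without control replicate 2 and held all 11 genes. With no fold change threshold it was then 118 (34 higher, 84 lower), again with all 11 among them. The 5 fits with 0 had between 197 and 627 genes at an unadjusted p-value under 0.05. In simulated data the presence of control replicate 2 lowered the share of changed genes called from 92% to 33.5%. The simulation leaves out how far PM2.5 replicate 3 lay from its group. For the other changes the cause was not tested.

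The log2 fold change of Cyp1a1 was positive under every alternative run. Its adjusted p-value was no longer under 0.05 without a filter (2.92, adjusted p-value 0.0687), with the replicate block (2.92, 0.326), with a test against a log2 fold change of 1 (2.92, 0.191), with the pseudocount of 0.01 (8.62, 0.154), with voom (8.45, 0.0630), and after the correction for GC content and gene length with the replicate block (2.89, 0.360). Over all alternatives the adjusted p-value in limma ranged from 2.7e-08 to 0.509. The filter of at least 10 reads in every library removes Cyp1a1. With each library left out the log2 fold change was 2.81 to 2.98, with an adjusted p-value under 0.05 only in the fit without control replicate 2 (0.00757), the rank by p-value 1 to 5 and the rank by absolute log2 fold change 2 to 16. The rank by p-value was 2 with the pseudocount of 0.1 and with voom, and 20 with the pseudocount of 0.01. The rank by absolute log2 fold change was 4 with scaling to the recovered total reads, 1 with the pseudocount of 0.1 and with voom, 2 with the pseudocount of 0.01 and 9 with array weights. The cause was not tested.

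The xenobiotic metabolism set was higher with a p-value under 0.05 under each alternative run, with p-values from 0.00018 to 0.0404. The tested AhR targets with a list-adjusted p-value under 0.05 were 4 under each alternative run for them except no filter (6 of 9) and at least 10 reads (3 of 3). For these targets the pseudocounts and the test against a log2 fold change of 1 were not run. The NRF2 target set was higher with a p-value under 0.05 under each alternative run for it, and the citric acid cycle and pyrimidine sets kept a p-value above 0.05 under those run for them. With an estimated correlation between genes, the p-value of the mitochondrially encoded proteins was 0.328 and that of respiratory electron transport 0.398. With each library left out, these ranged from 9.66e-07 to 0.717 and from 1.65e-07 to 0.0609, and both sets turned higher without control replicate 2. The purine metabolism set (0.0512) had a p-value of 0.0930 with an estimated correlation between genes and 0.0968 with ranks, but 0.0420 with the replicate block, 0.0225 after the correction for GC content and gene length, 0.0306 with both, 0.0328 with scaling to the recovered total reads, and 0.0220 to 0.228 with each library left out. Apart from control replicate 2 for the mitochondrially encoded proteins and respiratory electron transport, the cause was not tested.

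Among single genes, log2 fold changes turned around for Ahr (-0.18), Keap1 (0.31), Lmnb1 (-0.19), mt-Rnr1 (0.78), Osgin1 (0.96) and Pcna (-0.10) with array weights, and for Osgin1 also with scaling to the recovered total reads (0.046), quantile normalization (0.0096) and the correction for GC content and gene length without (0.058) and with the replicate block (0.058). With each library left out they ranged from -1.02 to 0.029 for Actb, -0.11 to 0.37 for Ahr, -0.12 to 0.42 for G6pdx, -0.0058 to 0.33 for Gsr, -0.48 to 0.067 for Keap1, -0.24 to 0.21 for Lmnb1, -1.36 to 0.78 for mt-Rnr1, -1.27 to 0.088 for mt-Rnr2, -0.49 to 0.72 for Osgin1 and -0.050 to 0.18 for Pcna. In 9 of these 10 genes the direction turned without control replicate 2, which was the only such library except for Lmnb1 (also PM2.5 replicate 1) and Osgin1 (also PM2.5 replicate 3). G6pdx turned without control replicate 1 and without control replicate 3. With array weights, control replicate 2 had the lowest weight. For G6pdx and the other settings the cause was not tested. Of the other results for single genes, 114 were the same, 45 weaker and 2 stronger with a library left out, and 186 were the same, 51 weaker and 11 stronger under other settings. Depth limits Cyp1a1 to a lower bound of its fold change, and the count of Snord110 to at most 8 reads.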

Differences from the paper's values

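Array weights, voom on the recovered reads, and leaving out control replicate 2 together with the fold change threshold were chosen only after the results were seen. The paper reports 128 differentially expressed genes, called with DESeq2 at a fold change above 1 and a p-value under 0.05. Here 11 were found with limma, at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. The paper's fold change threshold was read here as one on the log2 scale. As DESeq2 was not run, the numbers come from unlike tests. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, and the nearest was 84 genes without control replicate 2. Without control replicate 2 and with no fold change threshold, a combination chosen after seeing the values, the number was 118 genes (34 higher and 84 lower), and all 3 numbers are within 1.5 times of the paper's. The paper reports 31 upregulated genes, against 4 here. Again no alternative set before the data were examined closed the gap, with 19 genes without control replicate 2. The paper reports 97 downregulated genes, against 7 here. Without control replicate 2 the number was 65, which is within 1.5 times of the paper's number, and under none of the others set before the data were examined did it come as near. Array weights, which were chosen after seeing the values and did not converge, gave 397 genes (231 higher and 166 lower).

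The paper names Cyp1a1 as the gene with the most significant change. Here Cyp1a1 ranked 1 by p-value and 5 by absolute log2 fold change among all genes tested. It ranked 1 by absolute log2 fold change with a pseudocount of 0.1, and also with voom on the recovered reads, which was chosen after seeing the values. The paper's fold change of Cyp1a1 is 468, while the reads allow only the lower bound of at least 100.6-fold higher.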

Other observations

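The tests of GC content, gene length, library size and a wrong label for control replicate 2, and that of the median of the interferon gamma set with scaled values, were chosen only after the result was seen, as was that library as an explanation for the interferon alpha and beta set and the respiration sets (leaving out each library in turn was set beforehand), and the interferon gamma set was chosen after a scan of 772 Reactome sets.

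Control replicate 2 differed from the other control libraries. Compared with the mean of the others, 2444 genes tested were higher in it by more than 1 on the log2 scale, and 2441 were lower by more than 1. Across genes, of which 98.7% have a GC content, this difference had a Spearman's rho of 0.337 with GC content and -0.300 with gene length, so that a GC or length bias of this library may contribute. Its rho with shared sequence was 0.0119, its reads were 0.953 of those of the smallest other library, and without mitochondrial genes and the 50 highest genes its r with the other controls reached only 0.730. At 71.4% of the 84 genes called without it, it lay nearer to the other controls than to the PM2.5 mean. Across all genes tested, however, its r was 0.779 and 0.774 with PM2.5 replicates 1 and 2, above its r of 0.742 and 0.745 with the other controls, and 0.732 with PM2.5 replicate 3. Control replicate 2 had 0 reads of Cyp1a1, 2 of Prl2c2 and 1 of Lce1g, which all rose after PM2.5. Each PM2.5 library had at least 302, 535 and 60. Prl2c2 and Lce1g were chosen among called genes whose groups do not overlap, so their low reads here cannot decide. The reads of Cyp1a1, which the paper names, argue against an exposed library under its label. No biological explanation was tested. PM2.5 replicates 1 and 2 deviated from the group in the direction of control replicate 2, with a Pearson's r of 0.285 across genes, which fell to 0.129 after the correction for GC content and gene length, so that such a bias may explain part of this too.

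Of the 10 splits of the 6 libraries into equal groups, 4 part all 3 same-numbered pairs, the real one included, and the other 6 part only 1 pair. Of these 4 splits, 1 (the real one) gave 11 or more differentially expressed genes, while each other split gave 0, with 25 to 1739 genes at an unadjusted p-value under 0.05 over the other 9 splits. The 1739 genes came from the split of control replicates 1 and 3 and PM2.5 replicate 3 against the other libraries, which parts 1 pair. Likewise 1 of 4, the real one, gave a result as large for the AhR targets, the xenobiotic set, the NRF2 targets, the purine set and both interferon sets, and in each of these it was 1 of all 10. For the mitochondrially encoded proteins it was 4 of 4 (8 of 10), for respiratory electron transport 4 of 4 (9 of 10), for the citric acid cycle 2 of 4 (5 of 10) and for pyrimidine metabolism 2 of 4 (3 of 10). The smallest share that 10 splits allow is 0.1, so that this count could not have excluded an accident of grouping for any of these results, and it says nothing for or against the results for which only the real split was as large.

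Without control replicate 2 the sets of mitochondrially encoded proteins and respiratory electron transport had p-values of 0.717 and 0.0609 and medians of 0.0077 and 0.03, with 7 of 13 and 40 of 75 genes higher. Mitochondrial genes held 14.5% of the reads of that library, against 1.65% to 1.95% in the others. The decrease of both sets therefore rests on control replicate 2. The citric acid cycle set (18 genes) had a p-value of 0.134 (0.113 with the replicate block), the purine set (28 genes) 0.0512 (0.0420 with the block), and the pyrimidine set (15 genes) 0.443 (0.504 with the block), all 3 with a median above 0. The 10 NRF2 targets had a median log2 fold change of 0.52, a camera p-value of 1.31e-07 (2.19e-06 with the block, 7.87e-07 adjusted over the 6 sets), and 9 of them were higher, or 10 under scaling to the recovered total reads, quantile normalization and the correction for GC content and gene length. With the correlation between genes estimated for the NRF2 targets, their camera p-value was only 0.00528. Nqo1 is on this list and on that of the AhR targets. Of them, 4 had a list-adjusted p-value under 0.05 and 0 an adjusted p-value under 0.05 over all genes (4 at an unadjusted p-value under 0.05). Hmox1 had the largest log2 fold change, 2.15, with an adjusted p-value of 0.0633 in limma. The paper reports NRF2 as protein, and does not report these RNA levels.

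Many genes that fell after PM2.5 exposure belong to the interferon response. The Reactome set of interferon gamma signaling had the smallest p-value of 772 sets, 7.38e-15 (adjusted 5.70e-12, 6.31e-11 with the block). Of its 60 tested genes 47 were lower, or 43 with scaling to the recovered total reads, 47 with quantile normalization and 46 with the correction for GC content and gene length, and in 29 all 3 PM2.5 libraries were lower than all control libraries (chance gives 5% for this direction), but 0 had an adjusted p-value under 0.05 (15 lower at an unadjusted p-value under 0.05). The median log2 fold change was -0.44. The p-value was 4.35e-15 without control replicate 2, 3.70e-13 after the correction, 7.09e-16 with scaling to the recovered total reads, and 5.57e-07 over the 41 genes with little shared sequence. For the interferon alpha and beta set (11 genes, 6 lower, 4 of them in all 3 libraries, median -0.01) it was 0.00162 (adjusted 0.0493, rank 24; 0.117 with the block), and 0.000288, 0.00329, 0.00162 and 0.0233 in the same tests. The lowest log2 fold change in this set was -2.30, so Ifi44 (-2.54) and Ifit3b (-2.43) are not in it. So small a set cannot show whether the decrease is confined to interferon gamma signaling. The p-value of neither set rose above 0.05 without control replicate 2, after the correction or over the genes with little shared sequence. All these p-values rest on a correlation between genes fixed at 0.01. No p-value with an estimated correlation is given here for either interferon set. Splits of the libraries other than the real one also gave the gamma set camera p-values under 0.05, down to 0.000414. The test with scaled values can show little, because camera compares a set with the other genes and the scaling shifts all genes nearly alike, but with scaled values, which shift the median of all genes by 0.108, the median of the gamma set was still -0.33 (-0.37 with quantile normalization), so that scaling does not account for its decrease. That PM2.5 may lower the interferon response is a hypothesis, found and tested on the same data. An accident of grouping was not excluded for either set, nor an effect of scaling for the alpha and beta set.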
